# Integrative analysis reveals a conserved role for the amyloid precursor protein in proteostasis during aging

**DOI:** 10.1038/s41467-023-42822-1

**Published:** 2023-11-03

**Authors:** Vanitha Nithianandam, Hassan Bukhari, Matthew J. Leventhal, Rachel A. Battaglia, Xianjun Dong, Ernest Fraenkel, Mel B. Feany

**Keywords:** Alzheimer's disease, Mechanisms of disease, Disease model

## Abstract

Aβ peptides derived from the amyloid precursor protein (APP) have been strongly implicated in the pathogenesis of Alzheimer’s disease. However, the normal function of APP and the importance of that role in neurodegenerative disease is less clear. We recover the *Drosophila* ortholog of APP, Appl, in an unbiased forward genetic screen for neurodegeneration mutants. We perform comprehensive single cell transcriptional and proteomic studies of Appl mutant flies to investigate Appl function in the aging brain. We find an unexpected role for Appl in control of multiple cellular pathways, including translation, mitochondrial function, nucleic acid and lipid metabolism, cellular signaling and proteostasis. We mechanistically define a role for Appl in regulating autophagy through TGFβ signaling and document the broader relevance of our findings using mouse genetic, human iPSC and in vivo tauopathy models. Our results demonstrate a conserved role for APP in controlling age-dependent proteostasis with plausible relevance to Alzheimer’s disease.

## Abstract (web summary)

The normal function of amyloid precursor protein (APP) implicated in Alzheimer’s disease is unclear. Here, authors use multi-omics to reveal the fly APP’s role in regulating proteostasis and validate using vertebrate and In-vivo tauopathy models.

## Introduction

The amyloid precursor protein (APP) is a single transmembrane protein with large extracellular and small intracellular domains. Cleavage of APP within the extracellular region by the β-secretase protease and in the transmembrane domain by the ɣ-secretase complex results in the production of approximately 40 amino acid peptides, which aggregate into the extracellular plaques required for the diagnosis of Alzheimer’s disease. Significant evidence implicates APP cleavage in Alzheimer’s disease pathogenesis. Familial mutations in APP cause highly penetrant, autosomal dominant forms of Alzheimer’s disease. Moreover, these mutations cluster around the β-secretase, and especially ɣ-secretase, cleavage sites. Mutations in the genes encoding presenilins, the ɣ-secretase complex member that performs the intramembrane cleavage liberating Aβ peptides, also cause highly penetrant forms of Alzheimer’s disease. The functional effects of APP and presenilin mutations are somewhat varied, but the significant evidence suggests that disease-associated mutations favor the formation of longer, more aggregation prone Aβ42-43 species at the expense of shorter, less amyloidogenic, Aβ40 peptides^1^. Remarkably, a rare variant of APP discovered in the Icelandic population and located near the β-secretase cleavage protects from the development of Alzheimer’s disease and apparently from age-related cognitive decline as well^2^.

These observations have focused significant efforts on the role of Aβ in Alzheimer’s disease pathogenesis, with relatively less attention given to investigating the normal function of APP. Determining the endogenous function of APP has also been complicated experimentally by the presence of three closely related APP family members in vertebrates: APP, APLP1 and APLP2. Further, APP knockout mice are viable and minimally abnormal, while APP/APLP2 and APP/APLP1/APLP2 triple knockouts show perinatal lethality, making evaluation of the role of APP family members to brain aging and age-related neurodegenerative disease challenging^3^. Analysis of APP function in *Drosophila* is an attractive alternative^4^. Flies have one APP family member, Appl, and homozygous null flies are viable^5^. We recovered Appl in a forward genetic screen designed to uncover proteins and pathways required during aging to maintain neuronal viability. Given the importance of Appl in age-related cognition and neurodegenerative disease we performed a comprehensive transcriptomic and proteomic analysis of Appl mutant flies, integrated our data using network approaches and then validated and mechanistically analyzed a lead candidate pathway, control of proteostasis, using fly and mouse genetics and studies in human neurons (Fig. 1a).

**Fig. 1:**
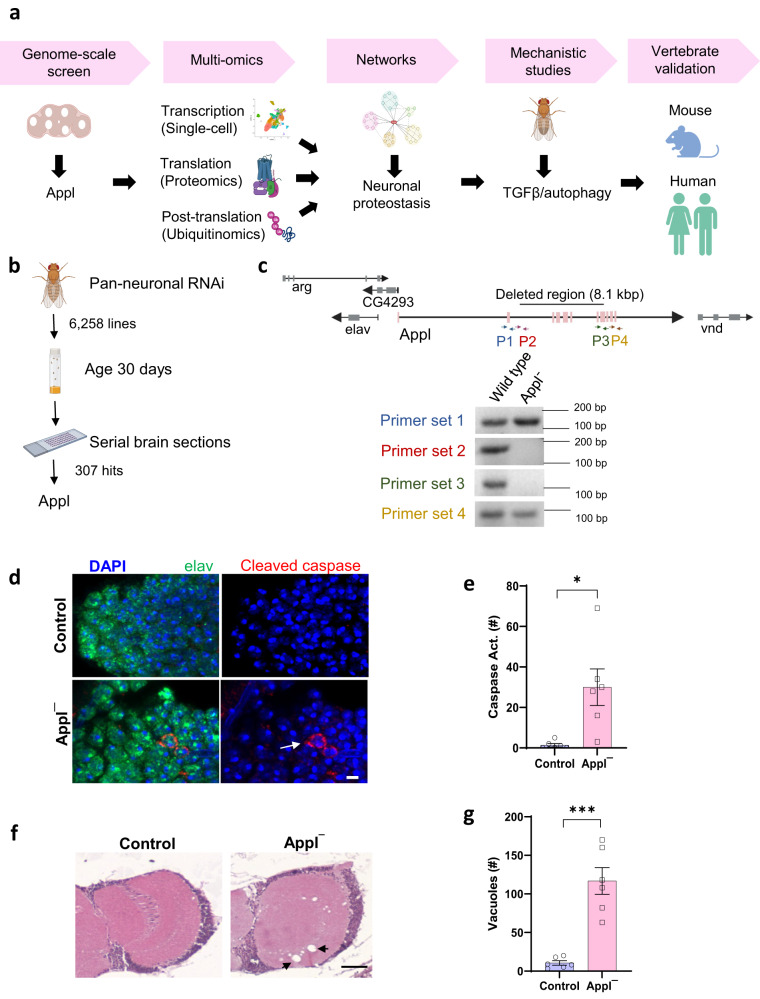
Neurodegeneration in *Drosophila* with loss of Appl. **a** Schematic of study design to understand the function of Appl in the aging nervous system. **b** Unbiased transgenic RNAi screen identifies Appl as controlling neuronal viability with age. **c** The genomic region containing *Appl* and adjacent transcription units. The indicated primers were used to define sequences retained and deleted in *Appl*^*d*^ mutants, as indicated by DNA gels. F indicates forward primer, and R indicates reverse primer. Genotyping was performed using 5 biologically independent samples to confirm the loss of Appl with multiple primer pairs. Length of the polymerase chain reaction (PCR) products are indicated as base pairs (bp). **d** Representative immunofluorescence images with staining for elav (green), DAPI (blue), and transgenic caspase reporter, PARP (arrow, red). **e** Quantification shows increased number of neurons with caspase activation in the whole brains of *Applˉ* mutants compared to controls. p (Control vs *Applˉ*) = 0.0249). **f** Representative images of hematoxylin and eosin-stained brain sections showing increased numbers of vacuoles in *Applˉ* mutants compared to controls. Arrows indicate vacuoles. **g** Quantitative analysis shows increased numbers of vacuoles (arrow) in the whole brains of *Applˉ* flies compared to controls. p (Control vs *Applˉ*) = 0.0014). Control is *UAS-CD8-PARP-Venus, nSyb-GAL4/+* in (**d**, **e**) and *nSyb-GAL4*/+ in (**f**, **g**). *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s t-test (**e**, **g**). Data are represented as mean ± SEM. *n* = 6 per genotype. Scale bars are 2 μm in (**d**) and 50 µm in (**f**). Flies are 20 days old. Created with BioRender.com (**a**, **b**). Source data are provided as a Source Data file.

## Results

### Neurodegeneration in *Appl* mutant flies

Identification of genes, like APP, responsible for genetic forms of neurodegenerative diseases in human patients has provided important insights into the mechanisms require to maintain neuronal function and viability with age. We took an alternative and complementary approach to the same problem in the facile genetic model organism *Drosophila*. We performed an unbiased forward genetic screen in which transgenic RNAi was used to knock down individual genes in a pan-neuronal pattern in otherwise normal animals. Adult flies were then aged to 30 days. Flies live for approximately 60 days under our culture conditions. Sections were taken through whole fly heads and the brain examined for histologic evidence of neurodegeneration (Fig. 1b). We assessed 6,258 lines targeting genes conserved from *Drosophila* to humans and recovered 307 genes required for neuronal viability with age (Leventhal, Fraenkel and Feany, in preparation). One of the RNAi lines recovered targeted *Appl*, the gene encoding the single fly ortholog of mammalian APP family members.

Since RNAi can have off target effects, we verified *Appl* as an authentic hit in our screen by obtaining a mutation in the *Appl* gene, *Appl*^*d*^. The *Appl*^*d*^ allele was created as a synthetic deletion removing the central portion of the *Appl* gene^5^. We used PCR and primers flanking and within the deletion to confirm that the majority of the *Appl* coding region is deleted in *Appl*^*d*^, while surrounding transcription units are not included in the deficiency (Fig. 1c). These observations are consistent with documented lack of Appl protein expression in *Appl*^*d*^ mutants^6–9^. We next confirmed neurodegeneration in flies lacking Appl. We began by using a well-characterized transgenic reporter of caspase activity, which correlates well with cell death in *Drosophila* models of neurodegeneration^10–12^. These reporter flies carry a transgenic construct in which the extracellular and transmembrane domains of mouse CD8 is fused to 40 amino acids from human PARP, including the caspase cleavage site of PARP (*UAS-CD8-PARP-Venus*)^13^. Endogenous *Drosophila* caspases cleave the reporter at the PARP cleavage site. Caspase activation is then assessed experimentally using an antibody that is specific for cleaved human PARP. We found increased caspase activation in neurons of aged flies lacking Appl (Fig. 1d, arrow, e). We also observed increased numbers of neurodegenerative vacuoles in the neuropil and cortex of brains without Appl expression (Fig. 1f, arrows, g). Vacuole formation frequently accompanies neurodegeneration in *Drosophila*^14–17^ and has previously been observed in flies lacking Appl function^8^.

### Multiomic analysis identifies diverse cellular pathways perturbed by loss of Appl

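Brains were dissected from flies aged for 10 days and dissociated, and single-cell 3′ libraries were made by droplet encapsulation, which tags each transcript with a unique molecular identifier (UMI). There were 3 libraries from flies carrying the *Appl* d deletion (*Appl*-) and 3 from w1118 control flies. The sample labels give 20 male and 20 female flies per library, and the paper's methods give 20 male and female flies for each replicate. The authors counted UMIs with Cell Ranger 6.0.0 and deposited the raw counts per barcode over 22064 features, of which 16493 are genes and 5571 are transposable elements. Control replicate 1 held 29008 barcodes and 56384733 UMIs, control replicate 2 held 6413 barcodes and 17096216 UMIs, and control replicate 3 held 6685 barcodes and 16558530 UMIs. *Appl*- replicate 1 held 10109 barcodes and 24018901 UMIs, *Appl*- replicate 2 held 10519 barcodes and 26561802 UMIs, and *Appl*- replicate 3 held 4628 barcodes and 11282730 UMIs.

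Cells were kept with at least 200 genes and at most 10% mitochondrial counts. The paper states the 10% limit and gives no number for genes. Of the 67362 barcodes, 25189 were kept (37.4%), 11923 from controls and 13266 from *Appl*- brains. The mitochondrial limit removed 84.6%, 45.5% and 36.8% of the barcodes of control replicates 1, 2 and 3, and 63.4%, 37.5% and 29.6% of those of *Appl*- replicates 1, 2 and 3. The median kept cell had 3196, 2809 and 2489 UMIs in the control replicates and 2891, 2476 and 2312 in the *Appl*- replicates, lower in *Appl*- in 3 of 3 same-numbered pairs, while the groups overlapped (exact permutation test, two-sided p = 0.4, n = 3 libraries each). A doublet caller, Scrublet, marked 5 of the 25189 cells (0.0198%), which is too few for it to have worked on these libraries, so no doublets were removed and doublets remain among the cells.

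Cells of one library are not independent, so UMI counts were summed over the cells of each library and tested between the 3 libraries of each genotype with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.25-fold, the thresholds the paper gives. Where a single value is compared between the groups, an exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.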

We began to probe the proteins and pathways underlying the neurodegeneration observed in flies lacking Appl function by performing single-cell RNA sequencing (scRNA) to identify transcripts regulated by Appl in different cell types. 

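The deleted gene was examined first, since it checks the labels. *Appl* (FBgn0000108) lies on the X chromosome in the Release 6 assembly (BDGP6.54). Summed over all cells, its TMM-normalized level was 2146 ± 147 CPM (SD, n = 3) in controls and 231 ± 25.5 (SD, n = 3) in *Appl*- libraries. By the paper's PCR, the first and last exons of *Appl* remain in the deletion. The remaining UMIs of 3′ libraries therefore do not show intact *Appl*, and which exons they come from was not examined. The log2 fold change was -3.22 (standard error 0.12, adjusted p = 1.89e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Appl*- library lay below every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change of *Appl* stayed between -3.29 and -3.14. Of the processing alternatives tried, the one that moved it most was to keep cells over the mitochondrial limit, which gave -3.00.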

Using an optimized brain dissociation method, 10x library preparation, sequencing, and a bioinformatics analysis pipeline, we implemented scRNA sequencing on *Appl*^*d*^ (*Appl*^*-*^) mutant and control *Drosophila* brains (Fig. 2a). Following sequencing and quality control, cells were clustered and annotated based on the enrichment of marker genes in the cell population (Supplementary Fig. 1a). 

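For clustering, counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes across libraries were used, without mitochondrial, ribosomal protein, elongation factor, yolk protein and roX genes, so that these families could be compared between genotypes afterwards. Each variable gene was scaled within each library, and cells were joined by their 20 nearest neighbours in 30 principal components and grouped by the Leiden method at resolution 1. Clusters were named from marker lists fixed beforehand, such as *elav*, *nSyb* and *brp* for neurons and *repo*, *alrm* and *Gs2* for glia. A name needed at least 3 of its markers, each at least 2-fold above the other cells and present in at least 10% of the cluster's cells, or for neurons at least 3 markers present in at least 50% of cells. These names were rebuilt from the counts and need not match the annotation the authors took from the DRSC database.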

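The 25189 cells fell into 51 clusters of 27 to 3569 cells at Leiden resolution 1. Lowering the resolution to 0.5 gave 42 clusters and raising it to 2 gave 61. Scaling the variable genes across libraries instead of within each library gave 50.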

We identified 24 unique cell clusters. Each cluster was present in both control and *Appl*^*-*^ brains and 17 of the clusters were neuronal (Fig. 2b). 

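All 51 clusters held cells of both genotypes, and 49 held cells of each of the 6 libraries. Neuron markers named 46 clusters neuron-like. Among these, markers of subtypes named 1 T4/T5 cluster of 1247 cells, 2 Kenyon cell clusters of 841 and 558 cells, 1 Mi1 cluster of 386 cells, 1 T1 cluster of 218 cells, 2 monoaminergic clusters of 212 and 80 cells and 1 Poxn cluster of 63 cells. Cluster 25, with 265 cells, had 6 raised Kenyon cell markers, but the listed marker among its leading genes by fold was *DAT*, from the monoaminergic list, so it is given by its number. The number of neuron-like clusters was 38 at resolution 0.5 and 55 at resolution 2. For tests between genotypes, 28 clusters had at least 20 cells in every library and 13 had at least 50.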

We also identified non-neuronal clusters, including glia, hemocytes, fat body, cone cells, a mix of hemocytes and mushroom body output neurons, and an unannotated cluster containing markers for multiple types neurons (Fig. 2b).

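Outside the neuron-like clusters, cluster 20 was glia-like with 358 cells, cluster 39 was fat body-like with 133 cells and cluster 46 was photoreceptor-like with 66 cells. In cluster 20 the glial markers *repo*, *alrm*, *Gs2*, *Eaat1*, *nrv2*, *zyd* and *Gat* were raised, but the listed marker among its leading genes by fold was *Tsf1*, from the fat body list, so the cluster is compared between genotypes by its number. Clusters 12 and 29 were left unnamed. Cluster 12 carried neuron markers together with *ct*, from the cone cell list, and cluster 29 carried markers of glia and hemocytes, among them *Gs2*, *moody*, *Hml* and *Col4a1*. Cluster 29 met the rule for hemocytes as well as that for glia, with 8 and 4 raised markers, and no cluster was named hemocyte-like or cone cell-like at this setting. In cluster 39 the fat body markers *apolpp*, *Lsp2*, *FASN1*, *Tsf1* and *fit* were raised, but none of them was among its leading genes by fold, which held *Nplp2*, from the hemocyte list, and the yolk protein genes. With cells over the mitochondrial limit kept, 4 clusters were glia-like and 1 was hemocyte-like.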

**Fig. 2:**
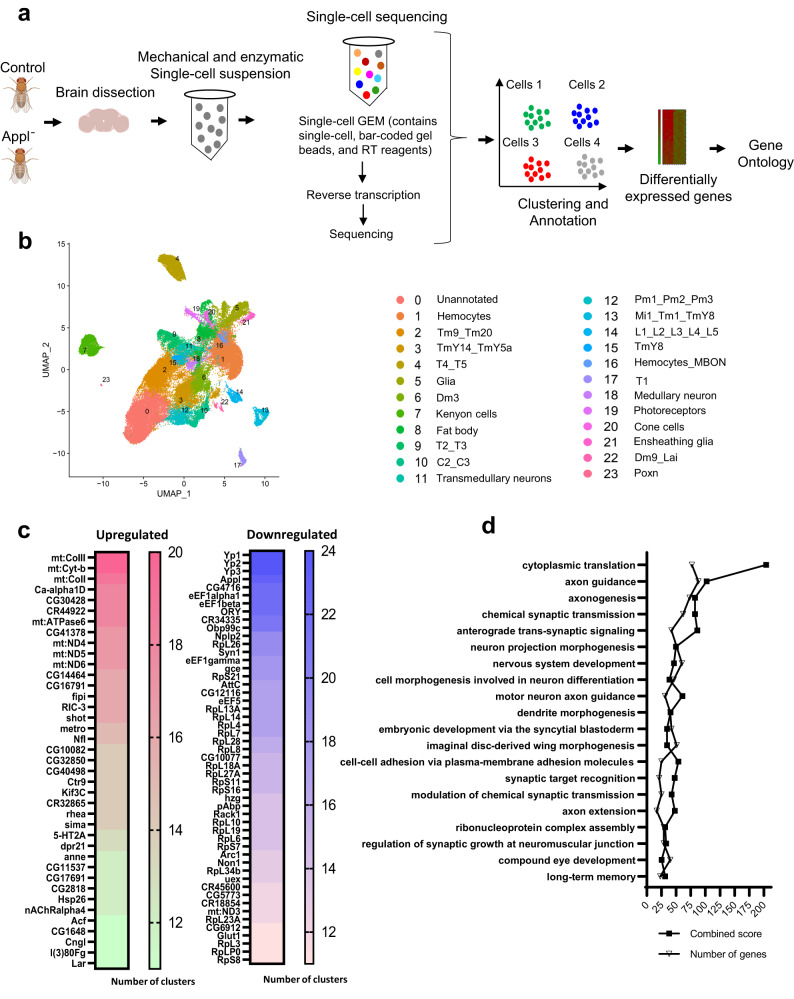
Single-cell RNA-sequencing in *Drosophila* brains with loss of Appl. **a** Schematic of study design for single-cell RNA sequencing (scRNA-seq). Created with BioRender.com. **b** UMAP plot of scRNA-seq data from the fly brain shows clusters of neuronal and non-neuronal cell populations. Each color represents a distinct cell cluster as indicated. **c** Genes upregulated and downregulated in more than 10 cell clusters are shown. The given numbers represent the number of clusters with differential expression of the corresponding gene. **d** Gene ontology analysis of differentially expressed genes using FlyEnrichr categorizes genes under the biological process. The *p*-value is computed using Fisher’s exact test, a binomial proportion test assuming a binomial distribution. The combined score was calculated by combining the z-score and *p*-value using the formula c = ln(p) * z. Source data are provided as a Source Data file.

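Summed over all cells of each library, 8511 genes could be tested. Of these, 257 were higher and 250 lower in *Appl*-, and 1811 had an unadjusted p under 0.05. The libraries of the 2 genotypes did not overlap for 2281 genes (26.8%), where chance gives 10%. Control and *Appl*- libraries with the same replicate number deviated together, and with the replicate number as a block 412 genes were higher and 503 lower. Without *Appl*- replicate 2, 91 genes were higher and 68 lower. DESeq2 in place of edgeR called 364 higher and 493 lower. In counts simulated as over all cells, 13.6% of DESeq2's calls were unchanged genes, against 3.68% of edgeR's.

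By fitted fold change, the 5 largest rises among genes whose libraries did not overlap were in *CG30428*, *CG32581*, *5-HT1B*, *CG13674* and *CG13962*. For a gene without a UMI in one group, the fitted fold change and so the rank are uncertain. Neither the labels nor the paper's text says whether the genotypes share a strain background. For these rises, and for the falls below, background and loss of Appl cannot be told apart. *CG30428* (FBgn0050428) had no UMI in the controls and 5799 in *Appl*-, at least 1818-fold higher, and *CG32581* (FBgn0052581) had none and 2698, at least 846-fold higher. *5-HT1B* (FBgn0263116) rose from 0.197 ± 0.202 to 134.0 ± 23.4 CPM (SD, n = 3 each), a log2 fold change of 9.37 (standard error 0.38, adjusted p = 2.30e-05 from edgeR with Benjamini-Hochberg adjustment). *CG13674* (FBgn0035858) had 2 UMIs in the controls and 843 in *Appl*-, a ratio of 396 with a 95% counting interval from 109 to 3279. *CG13962* (FBgn0032824) had none and 43, at least 13.5-fold higher, and lost its call when any one *Appl*- library was left out (adjusted p from edgeR 0.115 without *Appl*- replicate 2) or the replicate number was a block (0.0517).

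The 5 largest falls, ranked in the same way, were in *asRNA:CR45600*, *CG6912*, *Yp3*, *Obp99b* and *Obp8a*. The antisense gene *asRNA:CR45600* (FBgn0267160) had a log2 fold change of -9.86 (standard error 0.24, adjusted p = 3.28e-06 from edgeR), which is uncertain because the counting is not stated to use the strand. *CG6912* (FBgn0038290) fell from 87.2 ± 5.67 to 0.144 ± 0.0707 CPM (SD, n = 3 each), a log2 fold change of -9.19 (adjusted p = 2.29e-06 from edgeR). *Yp3* (FBgn0004047) had 2718, 30.8 and 205 CPM in control replicates 1, 2 and 3, and 1.29 to 3.75 in the *Appl*- libraries. Its log2 fold change was -8.51 (standard error 1.82, adjusted p = 0.0435 from edgeR), -5.44 without control replicate 1, and it lost its call without any one *Appl*- library (adjusted p from edgeR 0.175 without *Appl*- replicate 2). *Obp99b* (FBgn0039685), with a log2 fold change of -8.44, and *Obp8a* (FBgn0030103), with 127 UMIs in controls and none in *Appl*-, at least 45.0-fold lower, also lost their calls without any one *Appl*- library, with adjusted p from edgeR up to 0.175 and 0.100. *Obp99b* lost its call with at least 500 genes per cell too (adjusted p = 0.0545 from edgeR). *Obp8a* lost its call without control replicate 2 as well (0.0791).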

We next performed differential gene expression analysis to identify genes modulated by removing Appl function. 

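Counts were also tested within each cluster that had at least 20 cells in every library. Over these 28 clusters, 393 genes were higher and 320 lower in at least 1 cluster, each gene counted once per direction. These made 684 different genes, 29 of which were higher in some clusters and lower in others, and 248 of which were also called in the sums over all cells. With the replicate number as a block, 653 were higher and 603 lower. Testing without the filter on low counts gave 733 higher and 869 lower, and thinning each cell to 500 UMIs gave 83 higher and 63 lower. Leaving out single libraries moved the numbers from 214 higher, without *Appl*- replicate 2, to 522 higher, without control replicate 1. With cells as the unit, in a Wilcoxon test per cluster with Bonferroni adjustment that treats cells of one library as independent, 297 genes were higher and 310 lower. That test took only genes found in at least 10% of the cells of a genotype and adjusted over all 16493 genes. Its fold change added 1 to means per 10000 counts, which shrinks changes of low genes. These numbers thus cannot be set against those of sums per library to judge the choice of unit.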

We observed 720 upregulated and 717 downregulated genes with 1.25-fold or greater change in gene expression and 0.05 adjusted *p*-value. 

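In each of the 28 clusters tested, at least 2 genes were higher and at least 2 lower in *Appl*-. A cluster had between 4 and 244 called genes, with a median of 44. The Kenyon cell-like cluster 7 had the most, with 139 higher and 105 lower, and cluster 28, with 247 cells, had the fewest, with 2 higher and 2 lower. The T4/T5 neuron-like cluster 3 had 67 higher and 48 lower.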

Up and downregulated genes were present in each cell cluster (Supplementary Fig. 1b). 

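Of the 684 genes called in a cluster, 371 (54.2%) were called in 1 cluster only. At the other end, 30 genes were called in more than 10 of the 28 clusters, 17 of them higher and 13 lower. *Appl* was lower in all 28, with log2 fold changes from -4.87 to -2.49. Among the higher genes that Fig. 2c shows, read by eye, *lncRNA:CR44922* was called in 25 clusters, *CG30428* in 21, *Ca-alpha1D* in 20, *dpr21* and *CG1648* in 18 each, *Ctr9* in 17 and *fipi* in 16. Genes not shown there reached like numbers, such as *5-HT1B*, higher in 16. Among the lower genes that Fig. 2c shows, *Syn1* was called in 25 clusters, *uex* in 19, *gce* and the antisense gene *asRNA:CR45600* in 18 each, and *CG6912* and *Glut1* in 17 each. Apart from *Appl* itself, a call in many clusters does not part loss of Appl from strain background. With cells as the unit, 14 genes were higher and 31 lower in more than 10 clusters. The yolk protein genes *Yp1*, *Yp2* and *Yp3* were then lower in 28 clusters each, while in sums per library they were lower in 4, 3 and 8 of the 4, 3 and 9 clusters where they could be tested.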

Transcripts up and downregulated were then ranked by the number of clusters in which they showed altered expression. 

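The 13 mitochondrially encoded protein genes, taken by symbol, made up 5.34% ± 1.27 of gene UMIs in controls and 4.66% ± 1.02 in *Appl*- over all cells (SD, n = 3 libraries each, exact permutation test, two-sided p = 0.5). Their median log2 fold change was -0.23, with 3 genes above 0 and 10 below. As a set they did not differ from the other genes (adjusted p = 0.415 from limma's camera with a preset correlation of 0.01, and adjusted p = 0.781 from fry). These values are adjusted over 9 set tests, of 3 gene families in all cells, neurons and the glia-like cluster 20. No family was past an adjusted p of 0.05 in any of the 9 under camera or fry. None of the 13 was called at an adjusted p under 0.05, and none had an unadjusted p under 0.05, where the smallest was 0.111 for *mt:ATPase8*. That gene also had the largest change, with a log2 fold change of -0.55 (standard error 0.30, adjusted p = 0.359 from edgeR). The median stayed below 0 under each normalization tried, from -0.26 with total counts alone to -0.23 with DESeq2's size factors, and rose to 0.04 without control replicate 1, the largest move among the alternatives tried. Without *Appl*- replicate 1 it was -0.37 (adjusted p = 0.0254 from limma's camera, adjusted p = 0.545 from fry). With cells over the mitochondrial limit kept, it was -0.40 (adjusted p = 0.102 from limma's camera, adjusted p = 0.664 from fry). Under the replicate block, fry gave an adjusted p = 0.00924 for the set and limma's camera an adjusted p = 0.181, and *mt:ATPase8* and *mt:ND3* were called lower. On the 9 other splits of the libraries into 3 and 3, camera gave an unadjusted p under 0.05 for this set in 4 and fry in 1, and neither did in the 3 of these that part as many same-numbered pairs as the real split.

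Within clusters, the median of the set was below 0 in 27 of 28, from -0.32 to 0.16. Camera gave an unadjusted p under 0.05 for a lower set in 11 clusters and for a higher set in 0, and fry and the estimated correlation gave 0 in either direction. Adjusted over the 28 clusters, camera gave 9 and fry 0. Under the replicate block, camera gave a lower set in 20 clusters before adjustment and in 19 after it, and fry in 5 before and in 0 after. With cells as the unit, 0 of the 13 genes were higher and 7 were lower in any cluster.

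**Figure D1:**
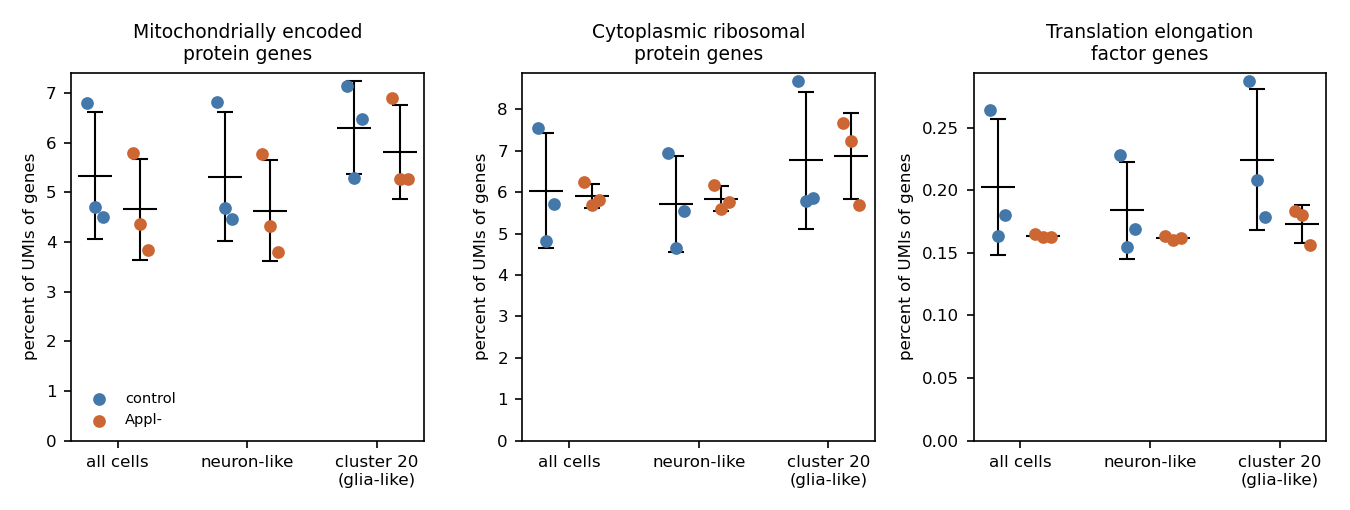
Percent of gene UMIs per library (points, 3 control and 3 *Appl*- libraries; bars, mean and SD) in mitochondrially encoded protein genes, cytoplasmic ribosomal protein genes and translation elongation factor genes, over all cells, neuron-like clusters and the glia-like cluster 20. For mitochondrially encoded genes over all cells, the controls lie between 4.51% and 6.80% and the *Appl*- libraries between 3.83% and 5.80%, so the groups overlap.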

In the upregulated group of genes, there was notable enrichment for mitochondrial genes (Fig. 2c, Supplementary Fig. 1c). In contrast, there was pervasive downregulation of genes involved in protein synthesis, including translation elongation and structural constituents of ribosomes (Fig. 2c, Supplementary Fig. 1c).

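Of 93 cytoplasmic ribosomal protein genes listed by symbol, 85 could be tested over all cells. They made up 6.04% ± 1.39 of gene UMIs in controls and 5.91% ± 0.289 in *Appl*- (SD, n = 3 libraries each, exact permutation test, two-sided p = 0.9). Their median log2 fold change was -0.01, with 40 genes above 0 and 45 below (adjusted p = 0.696 from limma's camera, adjusted p = 0.928 from fry). No ribosomal protein gene was called over all cells, and 3 had an unadjusted p under 0.05. *RpS21* had the largest change, with a log2 fold change of -0.53 (adjusted p = 0.117 from edgeR), and was called lower in 3 clusters. Under the replicate block, *RpS21* was called lower (adjusted p = 0.0263 from edgeR), as it was with DESeq2 (adjusted p = 0.0167 from DESeq2), and *RpL24-like* higher (0.0187), a gene outside the fixed naming rule that was chosen after its value was seen. The median turned to 0.22 without control replicate 1 (adjusted p = 1.40e-05 from limma's camera, adjusted p = 0.474 from fry), the largest move among the alternatives tried, and was 0.03 under the block. By cluster, the median was above 0 in 21 and below 0 in 7 of the 28. An unadjusted camera p under 0.05 was seen for a higher set in 13 clusters and a lower set in 2, and after adjustment over the clusters in 10 and 2 (14 and 2 under the block), while fry gave 0 in either direction.

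The 8 translation elongation factor genes took 0.202% ± 0.0543 of gene UMIs in controls and 0.164% ± 0.00127 in *Appl*- (SD, n = 3 libraries each, exact permutation test, two-sided p = 0.2). Their median log2 fold change was -0.35, with 6 of 8 below 0 (adjusted p = 0.415 from limma's camera, adjusted p = 0.781 from fry), and lay below 0 under each normalization tried. With each cell thinned to 500 UMIs it was -0.59 (adjusted p = 0.0279 from limma's camera, adjusted p = 0.967 from fry). Without control replicate 2 it was -0.51 (adjusted p = 0.0376 from limma's camera), and without control replicate 1 it was -0.09. *eEF1beta*, with the largest change, had a log2 fold change of -1.40 (standard error 0.40, adjusted p = 0.0963 from edgeR) and was called lower in 9 clusters, and over all cells with the replicate number as a block (adjusted p = 0.0464 from edgeR) or without control replicate 1, with a log2 fold change of *eEF1beta* of -0.73 (adjusted p = 0.0167 from edgeR). No elongation factor gene was called over all cells without the block, and 2 had an unadjusted p under 0.05. The median of these genes was below 0 in 27 clusters, with an unadjusted camera p under 0.05 in 9 of them (4 after adjustment over the clusters) and a fry p under 0.05 in 0. Under the replicate block, camera gave 12 and 6, and fry 0. *eEF1beta*, *eEF1alpha1* and *eEF1gamma*, the members with the largest falls, are also abundant in the fat body-like cluster 39.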

Gene ontology analysis of all differentially expressed genes shows that Appl regulates transcript levels of genes involved in translation, axon and dendrite development and function, synaptic function, cell adhesion, and long-term memory, among others (Fig. 2d). Of these, translation-related genes were significantly enriched in gene ontology analysis with the highest combined score. 

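Gene ontology libraries were not used here, so the enrichment was not recomputed. None of the mitochondrially encoded, ribosomal protein or elongation factor genes was among the 507 genes called over all cells. With the replicate number as a block, *mt:ATPase8*, *mt:ND3*, *RpS21* and *eEF1beta* were called lower over all cells and *RpL24-like* higher. DESeq2 called *RpS21* lower and *RpL24-like* higher, thinning to 500 UMIs called *eEF1gamma* lower, and leaving out control replicate 1 called *eEF1beta* lower and *RpLP2* higher. From the genes altered by loss of Appl and the ontology terms over-represented among them, the paper concludes that Appl regulates transcript levels of genes for translation, axon and dendrite development, synaptic function, cell adhesion and long-term memory.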

Since Appl appears to be expressed primarily in neurons^18^, and many of the GO terms in Fig. 2d highlighted neuronal functions, we examined neuron-specific gene expression in more detail. 

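In control libraries, *Appl* had 2226 ± 169.9 CPM in neuron-like clusters and 1013 ± 110.1 in the glia-like cluster 20 (SD, n = 3 libraries each), a ratio of 0.455 for cluster 20 over neurons. The neuron markers *elav*, *nSyb*, *brp*, *Syt1*, *para*, *fne* and *CadN*, which glia should lack, had ratios from 0.553 to 0.743, all above the ratio of *Appl*. The glial marker *repo* had 1.77 CPM in neurons and 148 in cluster 20. The median cell had 2728 UMIs in neuron-like clusters and 2624 in cluster 20. In *Appl*- libraries, *Appl* fell to a log2 fold change of -3.27 in neurons (standard error 0.12, adjusted p = 2.11e-06 from edgeR) and of -2.49 in cluster 20 (standard error 0.29, adjusted p = 0.00129 from edgeR).

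**Figure D2:**
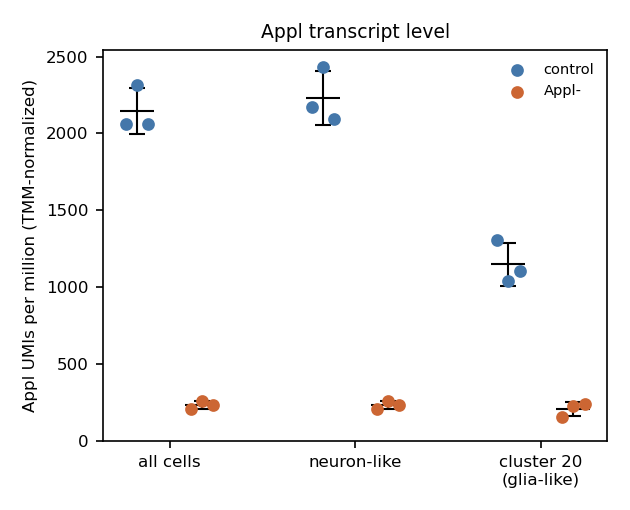
*Appl* level (CPM, TMM-normalized) in each library (points, 3 control and 3 *Appl*- libraries; bars, mean and SD), summed over all cells, over neuron-like clusters and over the glia-like cluster 20. In each of these sums, the 3 control libraries lie above the 3 *Appl*- libraries, and the controls of cluster 20 lie below the controls of neurons.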

We analyzed downregulated and upregulated genes separately using GO analysis. 

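Summed over the neuron-like clusters, 8199 genes could be tested. Of these, 290 were higher and 241 lower in *Appl*-, and 1657 had an unadjusted p under 0.05. Of the 531 genes called in neurons, 422 were also called over all cells, all 422 in the same direction. Blocked by replicate number, 488 were higher and 486 lower, and without *Appl*- replicate 2, 135 were higher and 96 lower. In neurons the median log2 fold change was -0.23 for mitochondrially encoded genes, 0.04 for ribosomal protein genes and -0.27 for elongation factor genes (adjusted p = 0.415 from limma's camera for each). The last turned to 0.01 without control replicate 1. For mitochondrially encoded genes in neurons the replicate block changed the set test under fry, with a median of -0.24 (adjusted p = 0.00517 from fry, adjusted p = 0.181 from limma's camera), and without control replicate 1 the median was 0.02. For ribosomal protein genes in neurons the median fell to -0.08 without control replicate 2 and rose to 0.21 without control replicate 1 (adjusted p = 1.40e-05 from limma's camera, adjusted p = 0.474 from fry).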

Many of the same enriched pathways were found upon examination of neuron-specific transcriptional changes (Supplementary Fig. 2a). In addition, TGFß/BMP signaling was identified in the downregulated neuronal gene set. 

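All 15 genes of the TGFβ/BMP terms of Table 1 could be tested in neurons. Of these, 10 had a log2 fold change below 0 and 5 above, with a median of -0.07 and a range from -0.57 for *kn* to 0.29 for *Wnt4*. *Rac1* alone was called lower, with a log2 fold change of -0.34 (standard error 0.08, adjusted p = 0.0356 from edgeR). Adjusted over the list alone, *Rac1* and *scrib* were lower, and since the study chose this list on these libraries, that count is not independent evidence. An unadjusted p under 0.05 was seen for 4 of the 15. Blocked by replicate number, *Rac1*, *scrib* and *cv-c* were lower. *Rac1*, *scrib* and *kn* were lower without control replicate 1. *Rac1* lost its call, with no gain by another gene of the list, without control replicate 3 or any one *Appl*- library (adjusted p from edgeR up to 0.150), where 2 to 4 of the 15 had an unadjusted p under 0.05. *Rac1* lost its call as well with cells thinned to 500 UMIs, with at most 5% mitochondrial counts and with cells over the mitochondrial limit kept (adjusted p from edgeR up to 0.160), and no other gene of the list gained one there. Among genes of the pathway that the paper names elsewhere, the log2 fold change in neurons was 0.03 for *Actbeta* (adjusted p = 0.936 from edgeR), -0.15 for *put* (0.387) and -0.23 for *Smox* (0.297). For *babo*, from the same list of Table 1, it was -0.07 (adjusted p = 0.853 from edgeR).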

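Across all 10 lists of Table 1 there are 50 different genes, all of which could be tested in neurons. Of these, 22 had a log2 fold change above 0 and 28 below, and 14 had an unadjusted p under 0.05. Apart from *Rac1*, which is also on the ERBB list, only *crb* was called, with a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.00531 from edgeR). *crb* is on the Ras, Hippo and Notch lists and kept its call with each library left out in turn. It was also among the leading genes of the Kenyon cell-like cluster 11. That cluster held 88, 53 and 77 of 4132, 3165 and 3851 neuron-like cells in control replicates 1, 2 and 3. In *Appl*- replicates 1, 2 and 3 it held 117, 146 and 77 of 3523, 6172 and 3026. A different mix of neuron types may thus add to the rise of *crb*. Within clusters *crb* could be tested in 5 and was higher in 2. The lists were chosen by the study from genes altered in these libraries. With the replicate number as a block, 2 genes were higher (*crb* and *Piezo*) and 5 lower (*Rac1*, *scrib*, *cv-c*, *aPKC* and *SPR*). Within clusters, 8 of the 50 were higher and 7 lower in at least 1 of the 28 tested.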

Focusing specifically on signaling pathways identified by GO analysis we observed significant changes in a number of other cellular signaling systems as well upon loss of Appl function (Table 1).

**Table 1:** Signaling pathways affected by loss of Appl

Gene ontology term	*p*-value	z-score	Combined Score	Genes
TGFβ/BMP signaling	1.39E-06	−675.7	9113.1	babo;kn;mei-P26;nkd;cv-c;Cip4;Vap33;put;nmo;Actbeta;scrib;bsk;Rac1;Wnt4;eIF4A
Ras protein signal transduction	0.0001	−535.8	4743	hid;jeb;S6k;RyR;Octbeta3R;aPKC;Graf;crb;RhoGEF2;scrib;Eip93F;bsk;cic
Hippo signaling	0.0008	−546.7	3890.4	crb;sas;cbt;rin;Actbeta;Nedd4;scrib;aPKC;bsk;cic
ERBB signaling	0.003	−543.7	3185.5	Graf;sas;Syx1A;Tl;Eip93F;emc;Vav;bsk;Rac1;dock;cic
Wnt signaling	0.008	−469.7	2255.8	Frl;bsk;Ssdp;Galphao;Wnt4
Glutamate receptor signaling	0.0046	−411.4	2209.1	Syt4;SPR;Actbeta;cv-c;CASK;mGluR
TORC1 signaling	0.001	−320.6	2056.6	rin;Eip93F;bsk;Lpin;eIF4A
Notch signaling	0.0001	−190.0	1650.4	Rbfox1;ct;crb;pros;heph;Nedd4;scrib;mam;emc;aPKC;bsk
G-protein coupled glutamate receptor signaling	0.012	−372.6	1628.2	SPR;mGluR
calcium-mediated signaling	0.02	−253.6	988.5	Fife;Piezo;RyR

Signaling pathways identified through the gene ontology analysis of neuron-specific genes altered in Appl mutant flies categorized under biological process. Gene ontology was performed using FlyEnrichr. Gene ontology terms identified as signaling pathways with *p*-value < 0.05 are listed. The combined score is calculated by multiplying the *p*-value and z-score: c = ln(p) * z. The *p*-value is computed using Fisher’s exact test, a binomial proportion test assuming a binomial distribution.

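In the glia-like cluster 20, 2663 genes could be tested between genotypes. Of these, 13 were higher and 21 lower in *Appl*-, and 365 had an unadjusted p under 0.05. The libraries of the 2 genotypes did not overlap for 442 genes (16.6%), where chance gives 10%. Blocked by replicate number, 45 were higher and 87 lower. Without the filter on low counts, 79 were higher and 196 lower, and with cells over the mitochondrial limit kept, 41 were higher and 45 lower. No gene was called with cells of at most 5% mitochondrial counts, where 207 had an unadjusted p under 0.05. Leaving out control replicate 3 gave 46 higher and 115 lower, and leaving out *Appl*- replicate 1 gave 4 higher and 7 lower. The fat body-like cluster 39 held 0 cells of *Appl*- replicate 3, which allows a share of up to 0.0951% of its 3154 cells, and between 1 and 80 cells of the other libraries, so it was not tested.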

Although Appl is expressed primarily in neurons, we also identified downregulated and upregulated genes in non-neuronal cells, including in intrinsic brain cells (glia) and attached tissue (fat body) (Supplementary Fig. 1b, Supplementary Fig. 2b). 

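A difference in effect was tested directly between neurons and the glia-like cluster 20, in 1 model with a term for each library and an interaction of cell class with genotype. Of 8084 genes, 96 had an interaction at an adjusted p under 0.05 from edgeR, 48 more positive and 48 more negative in cluster 20, and 631 had an unadjusted p under 0.05. Only 2655 genes could be tested in each class alone. Some of the 96 could not be tested in cluster 20, and their interactions, from -11.1 to 13.5 on the log2 scale, rest on few counts there. The number past the adjusted threshold was 2 with cells over the mitochondrial limit kept, 11 with DESeq2 and 3 with cells thinned to 500 UMIs, and 195 without control replicate 3. With the replicate number as a block on the difference between the classes it was 160, of which 94 were among the 96, all 94 with the same sign. Of the 34 genes called in cluster 20, 21 were also called in neurons, all in the same direction. Cluster 20 carries neuron markers, so RNA of neurons in it may account for shared calls.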

The transcriptional effects of removing Appl function throughout the animal on different cell types are largely distinct. Most neuronal subtypes have similar sets of altered genes and fewer unique genes (Supplementary Fig. 2b). In contrast, the number of unique genes is higher in glial cells and fat body (Supplementary Fig. 2b). 

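A gene was counted as unique to a cluster when it was called there and in none of the other clusters tested. In the neuron-like clusters tested, apart from clusters 7, 25 and 31, unique genes made up between 0% and 24.7% of the genes called in a cluster. The exceptions were the Kenyon cell-like cluster 7 with 91 of 244 (37.3%), cluster 25 with 51 of 135 (37.8%) and cluster 31 with 9 of 27 (33.3%). In the other Kenyon cell-like cluster, cluster 11, the share was 17 of 87 (19.5%). Clusters 13, 19 and 28 had no unique gene.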

For both glia (Supplementary Fig. 2c) and fat body (Supplementary Fig. 2d), the majority of differentially expressed genes are unique. 

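In the glia-like cluster 20, 13 of the 34 called genes (38.2%) were called in no other cluster. Since cluster 20 carries neuron markers, RNA of neurons in it may lower this share. The share was 64 of 132 (48.5%) with the replicate number as a block and 143 of 275 (52%) without the filter on low counts. It was highest without control replicate 3, with 114 of 161 (70.8%), and lowest without control replicate 2, with 8 of 23 (34.8%). No share could be given for fat body.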

GO analysis supports different transcriptional profiles in distinct cell types in response to loss of Appl at the pathway level, with little overlap among the most significantly altered molecular functions in neurons, glia and fat body (Supplementary Fig. 2c, d).

Next we performed proteomics and ubiquitinomics on whole fly heads using mass-spectrometry to identify the proteins translationally and post-translationally regulated by Appl. We used antibodies that recognize diglycine-modified lysine residues present at ubiquitin-modified sites to identify ubiquitinated proteins (Fig. 3a). We identified 6364 proteins in the whole proteome analysis. Of these, 545 proteins showed 1.25-fold or greater upregulation and 679 showed downregulation in protein levels with 0.05 FDR-adjusted *p*-value (Fig. 3b). In our ubiquitinomics analysis, we identified 2100 ubiquitinated sites representing 1069 proteins. Of these, 41 proteins showed 1.25-fold or greater upregulation of ubiquitination and 128 showed downregulation in protein levels with 0.1 FDR adjusted *p*-value (Fig. 3c). In both proteomic and ubiquitinomic data we observed a preponderance of downregulated proteins, including many proteins involved in translation (Supplementary Data 1), consistent with downregulation of translation at the transcriptional level (Fig. 2c, d).

**Fig. 3:**
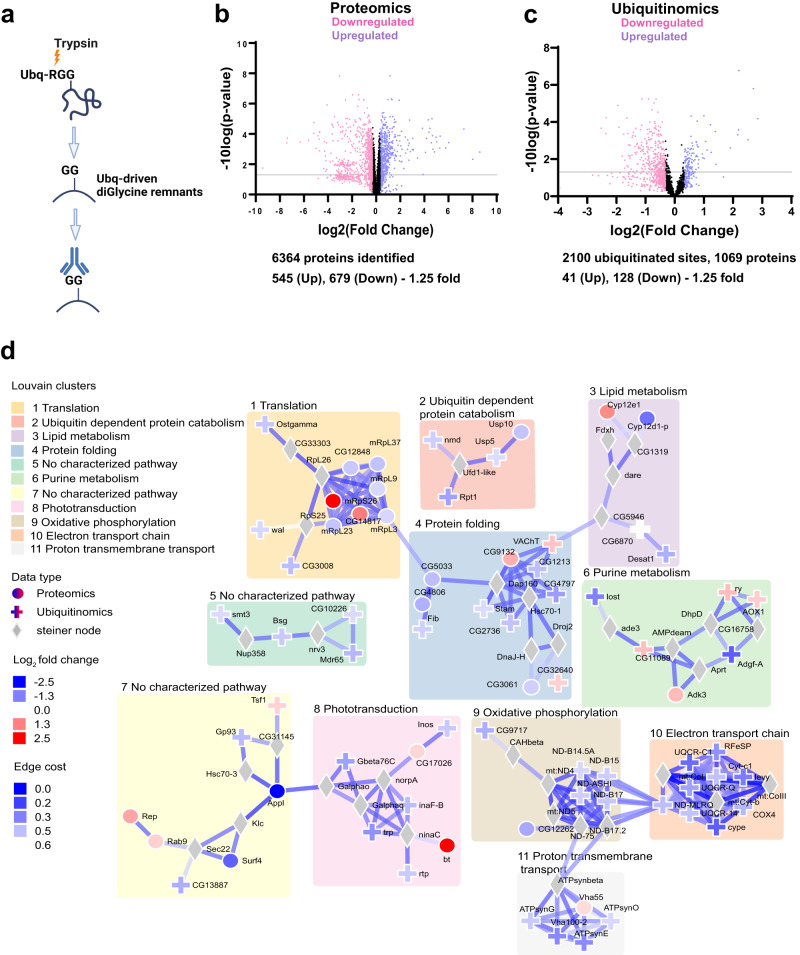
Proteome, ubiquitinome and integrative analysis of flies with loss of Appl. **a** Schematic of enrichment procedure for ubiquitinated proteins using the diglycine antibody, which targets the GG remnants of ubiquitinated regions following trypsin digestion. Created with BioRender.com. **b** Volcano plot showing the distribution of proteins in the whole proteome analysis of Appl deleted flies. Protein level changes greater than 1.25-fold are indicated as pink and violet dots. Violet dots indicate upregulated proteins; pink dots indicate down-regulated proteins. The grey line marks False Discovery Rate (FDR) adjusted two-tailed *p*-value = 0.05. Proteins indicated by dots below that line are not considered statistically significant. **c** Volcano plot showing the distribution of ubiquitinated proteins in Appl deleted flies. DiGlycine peptide changes, indicating ubiquitination, above 1.25-fold, are indicated as pink and violet dots. Violet dots indicate upregulated proteins; pink dots indicate down-regulated proteins. The grey line marks False Discovery Rate (FDR) adjusted two-tailed *p*-value = 0.05. Proteins indicated by dots below that line are not considered statistically significant. **d** Protein networks altered by removing Appl. Louvain clustering of proteins altered in proteome and ubiquitinome analysis of flies without Appl show enrichment of proteostasis-related networks such as translation, protein folding, and ubiquitin-dependent degradation. Shapes of the nodes show the source of protein. Steiner nodes are the proteins that are not experimentally altered; however, they are predicted to be associated with loss of Appl. Results from single-cell RNA sequencing data were used to adjust edge confidence and node weights in the network. The cost of the edges is determined by the confidence in the protein-protein interaction as calculated by STRING. These edges were weighted by the number of single cell clusters with altered candidate gene expression. A lower cost indicates greater confidence in the protein-protein interaction. Source data are provided as a Source Data file.

We then used the solution of the prize-collecting Steiner forest (PCSF) algorithm^19^ to map transcriptomic, proteomic and ubiquitinomic data onto a network of physical protein interactions using human interactome data. We found multiple subnetworks involved in cellular pathways not previously implicated in APP biology, including translation, mitochondrial function, nucleic acid and lipid metabolism, and proteostasis (Fig. 3d). Interestingly, three processes key for maintaining cellular protein homeostasis, or proteostasis^20^, including protein synthesis, protein folding, and protein degradation, were altered following removal of Appl. Since protein aggregation has been strongly implicated in the pathogenesis of Alzheimer’s disease and related disorders, but not previously linked to endogenous Appl function, we focused on validation and mechanistic exploration of the control of protein homeostasis by APP.

### Appl regulates proteostasis via TGFβ signaling and autophagy

The number of ubiquitin-positive protein aggregates increases with age in *Drosophila* and mammalian brains, and is further increased with compromise of proteostasis mechanisms^21,22^. We therefore began our investigation of the role of Appl in regulating proteostasis by immunostaining with an antibody directed to ubiquitin. We observed an increase in the number of ubiquitin-positive aggregates in the retinas and brains of flies lacking Appl expression. Aggregates were particularly prominent in the retina (Fig. 4a, arrows), a site of documented *Appl* expression^23^ with well-defined anatomy amenable to quantitative analysis. The numbers of ubiquitinated aggregates increased with age in both control flies and flies without Appl, with earlier and greater accumulation in mutant flies (Fig. 4b), confirming an aging-dependent proteostasis defect due to the loss of Appl. Aggregates were stained with the commonly used ProteoStat dye (Supplementary Fig. 3a, b), which binds specifically to aggregated protein. As expected^21,24,25^, aggregate formation was accompanied by increased levels of biochemically insoluble ubiquitinated protein (Supplementary Fig. 3c, d). Immunostaining with antibodies directed to the early endosomal small GTPase Rab5 and the recycling endosome marker Rab11 failed to show colocalization with ubiquitinated aggregates (Supplementary Fig. 3e, f), suggesting that ubiquitin-positive aggregates do not represent abnormal endosomes.

**Fig. 4:**
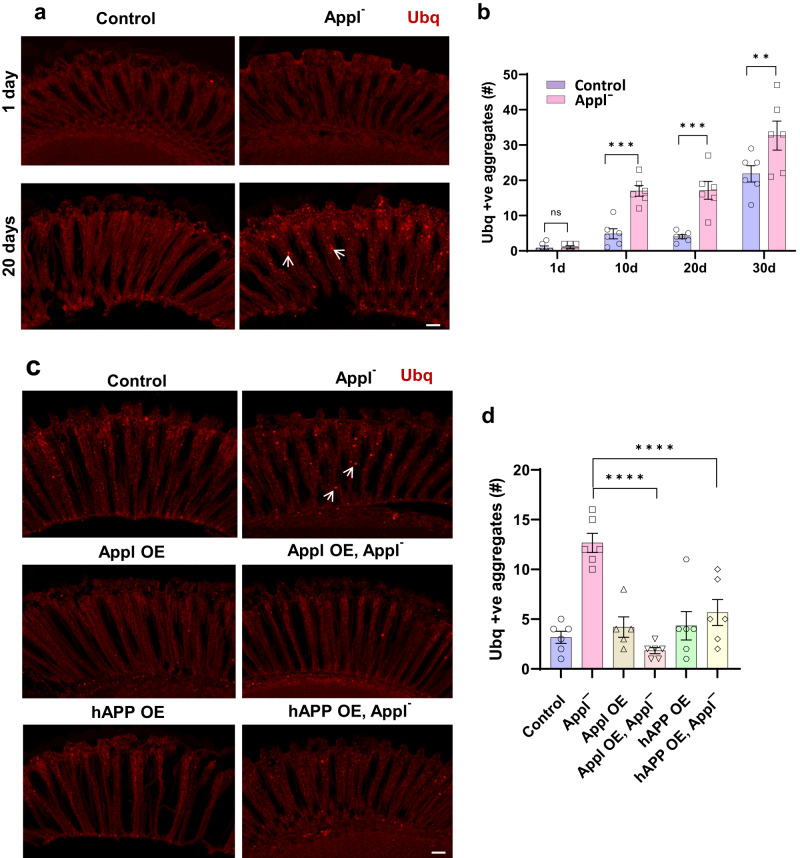
Appl loss leads to ubiquitinated protein aggregate formation. **a** Representative immunofluorescent staining of ubiquitin-positive aggregates (arrows) in 1-day-old and 20-day-old fly retinas. **b** Quantification shows the number of ubiquitin-positive aggregates in retinal sections in 1-, 10-, 20- and 30-day-old *Applˉ* flies compared to controls. *p*-values for Control 10d vs *Applˉ* 10d, Control 20d vs *Applˉ* 20d, Control 30d vs *Applˉ* 30d are 0.0002, 0.0002, and 0.0021 respectively. **c** Representative images illustrate reduction of ubiquitin-positive aggregates (arrows) in retinas of *Applˉ* flies overexpressing fly Appl or human APP. **d** Quantification demonstrates significant reduction of retinal ubiquitinated aggregates by increasing expression of Appl or human APP in retinal neurons. *p*-value for *Applˉ* vs Appl OE, *Applˉ* is <0.0001 and *Applˉ* vs hAPP OE, *Applˉ* is <0.0001. Control is *nSyb-GAL4/+*. **p < 0.01, ***p < 0.001, ****p < 0.0001. Two-way (**b**) and one-way (**d**) ANOVA with Student-Newman-Keuls posthoc test. Data are represented as mean ± SEM. *n* = 6 per genotype. Scale bars are 10 μm. Flies are the indicated age in (**b**) and 10 days old in (**d**). Source data are provided as a Source Data file.

We additionally verified the role of Appl in controlling neuronal proteostasis by overexpressing Appl in an attempt to rescue defective proteostasis. We observed significantly reduced numbers of ubiquitin-positive aggregates in *Applˉ* flies overexpressing *Drosophila* Appl in neurons using the pan-neuronal GAL4 driver *nSyb-GAL4* (Fig. 4c, arrows, d). We next asked if human APP could substitute functionally for fly Appl. When we overexpressed the 695 amino acid isoform of human APP in neurons we observed significantly reduced numbers of aggregates in *Applˉ* flies (Fig. 4c, d), consistent with a conserved role for APP family members in controlling proteostasis.

We then turned to the mechanism by which Appl regulates proteostasis. Appl has previously been implicated in intercellular signaling^3^ and our transcriptional analysis (Table 1) indeed identified a number of candidate signaling pathways influenced by loss of Appl function. Since signaling pathways are enriched for proteins, such as transmembrane receptors and kinases, which are traditionally good therapeutic targets, and the control of proteostasis by cellular signaling cascades is not well understood, we focused on cellular signaling. We obtained transgenic RNAi lines targeting key members of the top signaling pathways identified in our transcriptional studies, TGFß/BMP. Genes encoding critical regulators of the TGFß/BMP signaling pathway were knocked down in a pan-neuronal pattern in the presence and absence of Appl and the numbers of ubiquitin-positive aggregates in the retina and brain were assessed by immunostaining. When we used transgenic RNAi to reduce TGFβ signaling in neurons by knocking down the TGFβ ligand Activin-β, receptor subunit punt, or major transcription factor Smad on X (Smox) (Fig. 5a), we observed increased numbers of ubiquitin-immunoreactive retinal aggregates flies lacking Appl (Fig. 5b, c). We then assessed the activity of the TGFβ signaling pathway by measuring the levels of activated, phosphorylated TGFβ transcription factor Smox. We observed decreased Smox phosphorylation in *Applˉ* flies (Fig. 5d). Similarly, we found decreased levels of a well-documented transcriptional target of TGFβ signaling, EcRB1, in flies lacking Appl (Fig. 5e). These findings together suggest that Appl function is required to maintain TGFβ in the adult retina, and further implicate Appl-mediated TGFβ in control of proteostasis during aging.

**Fig. 5:**
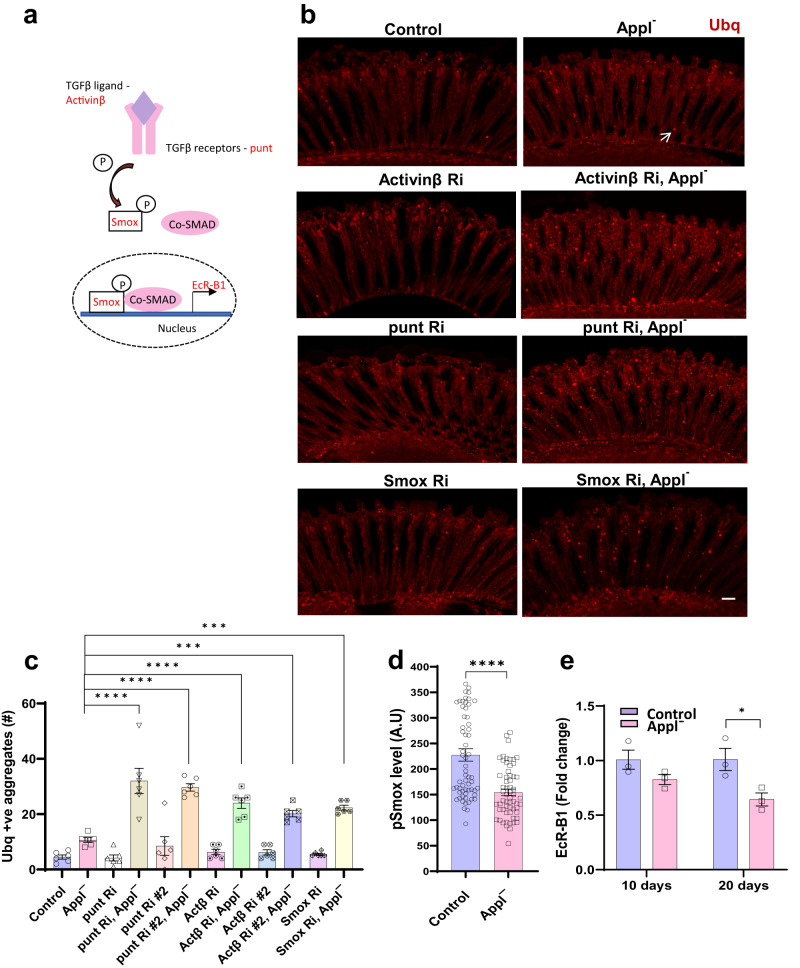
Appl regulates proteostasis through the TGFβ signaling pathway. **a** Schematic of TGFβ signaling pathway components assessed. **b** Representative immunofluorescent staining showing ubiquitin-positive aggregates (arrow) in the retinas of *Applˉ* flies expressing transgenic RNAi directed to the TGFβ ligand (*Activinβ*), TGFβ receptor (*punt*), and transcription factor (*Smox*) in retinal neurons. **c** Quantification of the number of ubiquitin-positive aggregates in retinal sections of control and *Applˉ* flies with TGFβ pathway manipulation by transgenic RNAi in retinal neurons. *p*-value for ubiquitin-positive aggregates: *Applˉ* vs punt Ri *Applˉ*, < 0.0001; *Applˉ* vs punt Ri #2 *Applˉ*, <0.0001; *Applˉ* vs Actβ Ri *Applˉ*, <0.0001; *Applˉ* vs Actβ Ri #2 *Applˉ*, 0.0002; *Applˉ* vs Smox Ri *Applˉ*, 0.0002. **d** Quantitative analysis of the fluorescent intensity of phosphorylated Smox (pSmox), a TGFβ signaling marker, shows reduction in *Applˉ* flies compared to controls. *p*-value (Control vs *Applˉ)* = 7.61E-07. **e** Real-time PCR quantifying *EcR-B1* transcript levels, a target gene of the TGFβ signaling pathway shows decreased transcripts in *Applˉ* flies compared to controls. *p* (Control 20d vs *Applˉ* 20d) = 0.046. Control is *nSyb-GAL4/+*. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, one-way ANOVA with Student-Newman-Keuls posthoc test (c) and two-tailed Student’s t-test (**d, e**). Data are represented as mean ± SEM. *n* = 6 per genotype (**a**), *n* = 60 cells per genotype (**d**), *n* = 3 per genotype (**e**). Scale bar is 10 μm. Flies are 10 days old in (**b**–**d**) and the indicated age in (**e**). Source data are provided as a Source Data file.

We next determined how TGFβ regulated protein aggregation in flies lacking Appl. Since activin signaling has previously been found to regulate macroautophagy^26,27^, henceforth autophagy, we hypothesized that the proteostasis defect observed in flies lacking Appl function could be due to defective autophagy. The microtubule-associated protein light chain 3 (LC3) is cleaved, processed, and inserted into nascent autophagosomes, where it is involved in both autophagosome formation and selection of targets for degradation^28^. The Autophagy-related gene 8a (Atg8a) protein is the fly homolog of human LC3 and is widely used to mark autophagic structures in *Drosophila*. We identified autophagosomes using an antibody recognizing fly Atg8a^28–30^. Immunostaining revealed increased numbers of Atg8a-immunoreactive puncta in *Applˉ* flies compared to controls (Fig. 6a, arrow, b).

**Fig. 6:**
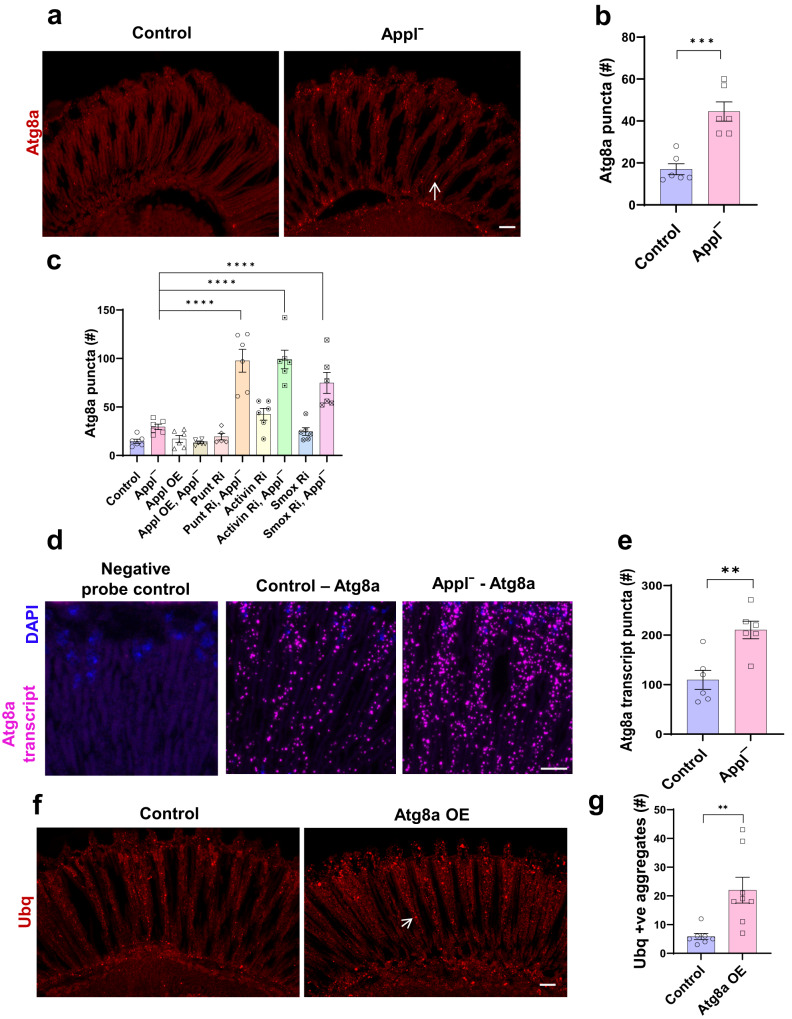
Appl loss alters the autophagy pathway. **a** Representative immunofluorescent image shows increased numbers of Atg8a-positive puncta (arrow) in *Applˉ* mutants compared to control flies. **b** Quantitative analysis shows significant increase in Atg8a-immunoreactive puncta in retinal sections from *Applˉ* flies compared to controls. *p*-value (Control vs *Applˉ)* = 0.0008. **c** Quantitative analysis indicates the number of Atg8a-immunoreactive puncta in retinal sections from flies expressing *Drosophila* Appl or transgenic *RNAi* directed to TGFβ components in retinal neurons. *p*-values for *Applˉ* vs punt Ri, *Applˉ*, *Applˉ* vs Activin Ri, *Applˉ*, and *Applˉ* vs Smox Ri, *Applˉ* are <0.0001. **d** Representative RNAi in situ (RNAScope) images show increased *Atg8a* mRNA (magenta) in the *Applˉ* retina compared to control. DAPI (blue) shows nuclei. **e** Quantitative analysis shows significantly increased *Atg8a* transcript levels in *Applˉ* mutants compared to controls. *p*-value (Control vs *Applˉ)* = 0.0031. **f** Representative immunofluorescent staining shows ubiquitin-positive aggregates (arrow) in flies overexpressing Atg8a (Atg8a OE) in neurons. **g** Quantitative analysis shows significantly increased numbers of ubiquitin-positive aggregates in sections of flies overexpressing Atg8a in retinal neurons. Control *n* = 7, *Applˉ* *n* = 8. *p*-value (Control vs Atg8a OE) = 0.0079. Control is *nSyb-GAL4/+*. **p < 0.01, ***p < 0.001, ****p < 0.0001 two-tailed Student’s t-test (**b**, **e**, **g**) or one-way ANOVA with Student-Newman-Keuls posthoc test (**c**). Data are represented as mean ± SEM. *n* = 6 per genotype (**b**, **c**, **e**). Scale bars are 10 μm. Flies are 10 days old. Source data are provided as a Source Data file.

The p62 protein, also known as sequestosome 1 (SQSTM1), promotes degradation of ubiquitinated proteins and protein aggregates by directing ubiquitin-modified proteins to LC3. Upon autophagic activation, p62 is recruited to autophagosomes and eventually degraded in lysosomes. p62 accumulation frequently accompanies aberrant autophagy and correlates with reduced autophagic flux^31,32^. The *Drosophila* homolog of p62, ref(2)P, is a component of protein aggregates formed in brain and peripheral tissues under conditions of disrupted autophagy, including neurodegenerative disease and aging^33^. Immunofluorescence with an antibody directed to *Drosophila* p62^34^ showed increased numbers of p62-positive puncta in the retina of *Applˉ* flies compared to controls (Supplementary Fig. 4a, arrow, b). As expected^33,35^, occasional ubiquitin-positive aggregates co-stained for Atg8a or p62 (Supplementary Fig. 4c, d, arrows). We used the well-validated tandem GFP-mCherry-Atg8a reporter^31,36^ to confirm impaired autophagic flux in flies lacking Appl function (Supplementary Fig. 4e, f).

As for ubiquitinated aggregates, we assessed the role of TGFβ signaling on markers of autophagy in flies lacking Appl function and controls. We reduced the levels of the TGFβ ligand Activin-ß, receptor subunit punt, or transcription factor Smox in neurons in *Applˉ* and control flies. We found that each of the transgenic RNAi lines further increased the number of Atg8a-positive (Fig. 6c) or p62-positive (Supplementary Fig. 5) retinal puncta in flies lacking Appl function, consistent with our prior findings when monitoring the number of ubiquitin-immunoreactive inclusions (Fig. 5c).

Given the apparent importance of APP processing in the pathogenesis of Alzheimer’s disease, we next assessed the ability of a transgenic construct encoding the secreted extracellular domain of Appl^37^ (Supplementary Fig. 6a) to influence neuronal proteostasis. Neuronal expression of secreted Appl (Appl-s) was able to rescue the increase in ubiquitin-immunoreactive (Supplementary Fig. 6b) and Atg8a-positive (Supplementary Fig. 6c) puncta present in *Applˉ* retinas. Thus, the extracellular sequences of Appl contain the residues critical for protection from loss of proteostasis observed in the absence of Appl function.

Smox has previously been shown to repress *Atg8a* expression in muscle in *Drosophila* and to bind directly to the *Atg8a* promoter^26^. We used the sensitive RNA in situ hybridization assay RNAScope to examine transcription of *Atg8a* in control and *Applˉ* retinas (Fig. 6d). Quantitative analysis revealed significantly increased levels of *Atg8a* RNA in the absence of Appl (Fig. 6e), consistent with prior negative transcriptional regulation of *Atg8a* by Smox observed in muscle^26^. Consistent with the observed transcriptional upregulation, we observed increased Atg8a protein levels in *Appl¯* flies (Supplementary Fig. 6d).

We next explored the functional effects of increasing Atg8a levels in the retina using an *Atg8a* transgene directed to retinal neurons. We found that increasing Atg8a levels resulted in formation of increased numbers of ubiquitinated proteins aggregates in the retina (Fig. 6f, arrow, g). The increase in ubiquitin-positive retinal aggregates seen in the Atg8a overexpressing animals (Fig. 6f, g) is consistent with upregulation of *Atg8a* seen with loss of Appl function (Fig. 6d, e, Supplementary Fig. 6d). Overexpressed Atg8a-GFP did not mislocalize to endosomes as assessed by lack of colocalization with endosomal markers (Supplementary Fig. 6e, f).

### APP deficiency impairs proteostasis and reduces TGFβ signaling in mice and in human neurons

Our data in *Drosophila* suggest that Appl plays an important role in maintaining proteostasis during aging by sustaining TGFβ regulation of autophagy. We began to investigate the applicability of our simple genetic model finding to vertebrates by examining brains of mice with genetic manipulation of APP family members. APLP2 is a close homolog and has an expression pattern similar to APP^3^. We examined mice in which both APP and APLP2 were deleted in neurons^38^ to study the function of APP without the compensatory effect of APLP2. Double knockout mice were created by first crossing mice with a floxed *APP* allele with transgenic mice expressing Cre-recombinase under the neuronal rat nest promoter (Nestin-Cre)^39^. These neuronal conditional knockout mice were then crossed onto an *APLP2* knockout background to create neuronal double conditional knockout mice (N-dCKO) (Fig. 7a). N-dCKO mice are viable and display defects in neuromuscular synapse patterning^38^. Sections were prepared from brains from 18-month-old N-dCKO and controls and immunostained with an antibody to ubiquitin. *APLP2* null animals were used as controls because these mice appear behaviorally, physiologically and neuropathologically normal^40–42^. We observed increased ubiquitin immunostaining in cortical neurons in N-dCKO mice compared to controls (Fig. 7b, c). Similarly, N-dCKO neurons contained increased levels of LC3B (Fig. 7d, e) and of the related Atg8 family member GABARAP (Supplementary Fig. 7a, b). Next, we assessed these brains for evidence of altered TGFβ signaling. Phosphorylation of SMAD3, one of the five receptor-activated mammalian SMADs^43^, was reduced in N-dCKO mice compared to controls (Fig. 7f, g).

**Fig. 7:**
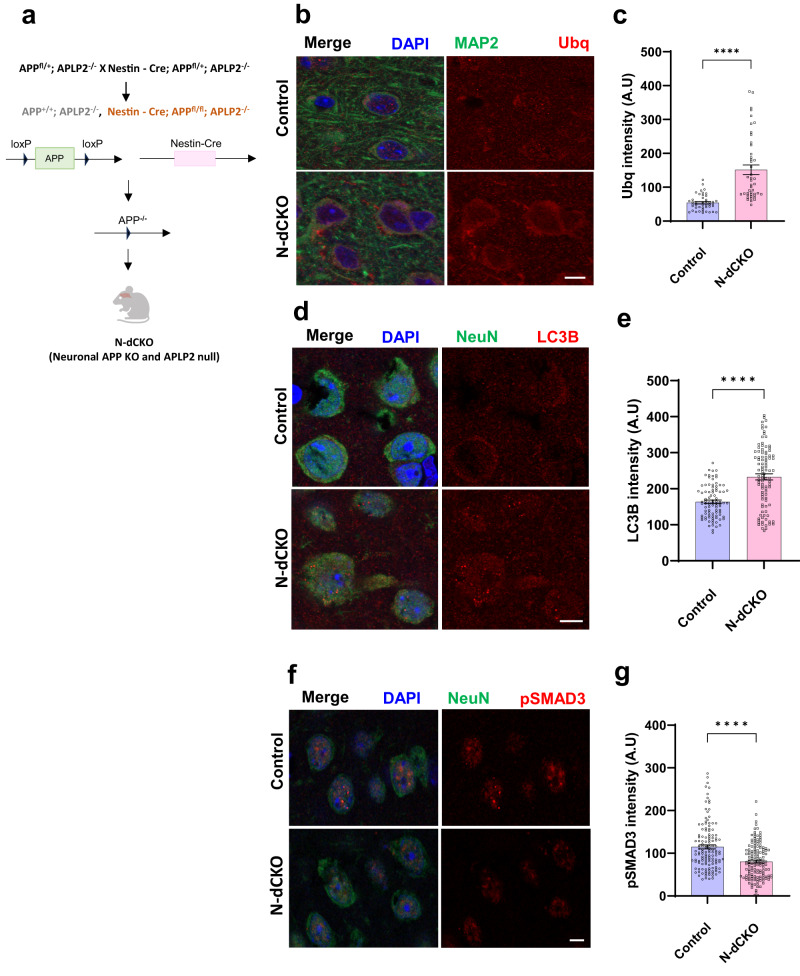
Proteostasis defects in mice with loss of APP and APLP2 in neurons. **a** Schematic of crossing scheme used to obtain mice with *APLP2* knockout and neuronal conditional deletion of *APP*, termed N-dCKO. Created with BioRender.com. **b** Representative immunofluorescent images show increased ubiquitin (red) immunostaining in N-dCKO neurons (MAP2, green), additionally stained for DAPI (blue), compared to controls. **c** Quantitative analysis shows significantly increased ubiquitin levels in N-dCKO neurons compared to controls. Control *n* = 45, App KO *n* = 45. *p*-value = 2.61E-08. **d** Representative confocal images show increased staining for LC3B (red), a marker of autophagy, in N-dCKO neurons (NeuN, green) compared to controls. **e** Quantitative analysis shows a significant increase in LC3B intensity in N-dCKO neurons compared to controls. Control *n* = 90, App KO *n* = 100. *p*-value = 4.98E-11. **f** Representative immunofluorescent images using an antibody specific for phosphorylated SMAD3, a TGFβ transcription factor, show decreased phospho-SMAD3 (red) in N-dCKO neurons (NeuN, green) compared to controls. **g** Quantification shows significantly decreased phospho-SMAD3 in N-dCKO neurons compared to controls. Control is *APLP2ˉ*^*/*^*ˉ*. Control *n* = 136, App KO *n* = 141. *p*-value = 1.06E-08. ****p < 0.0001, two-tailed Student’s t-test. Data are represented as mean ± SEM. *n* = 5 mice per genotype. Scale bars are 5 μm. Mice are 18 months old. Source data are provided as a Source Data file.

We next addressed the function of APP in human neurons using induced pluripotent stem cell (iPSC)-derived APP knockout neurons and isogenic controls (Fig. 8a, Supplementary Fig. 8a). We expressed the neuronal fate-inducing transcription factor Neurogenin2 (NGN2) to differentiate iPSCs into neurons (Fig. 8a, Supplementary Fig. 8a)^44^. GFP expression is induced together with NGN2 and allows visualization of neuronal morphology (Supplementary Fig. 8a). We verified loss of APP in knockout neurons by western blotting (Supplementary Fig. 8b). Previous studies have shown that knockout iPSC neurons do not have altered APLP1 or APLP2 levels^45^. We examined the effect of APP loss on proteostasis, autophagy markers, and TGFβ activity in human neurons. As observed in knockout fly and mouse brains, loss of APP led to elevated levels of cytoplasmic ubiquitin in knockout neurons compared to controls (Fig. 8b, c). We also observed increased numbers of puncta immunopositive for the autophagy markers LC3B (Fig. 8d, arrows, e) or GABARAP (Supplementary Fig. 9a, arrow, b) in APP knockout neurons compared to controls. We used western blotting analysis to monitor conversion of GABARAP-I to GABARAP-II. GABARAP-I is converted to GABARAP-II by conjugation to phosphatidylethanolamine, which mediates autophagosome membrane attachment^46^. APP knockout neurons had an increase in the ratio of GABARAP-I processed to GABARAP-II (Supplementary Fig. 9c, d), consistent with altered autophagy.

**Fig. 8:**
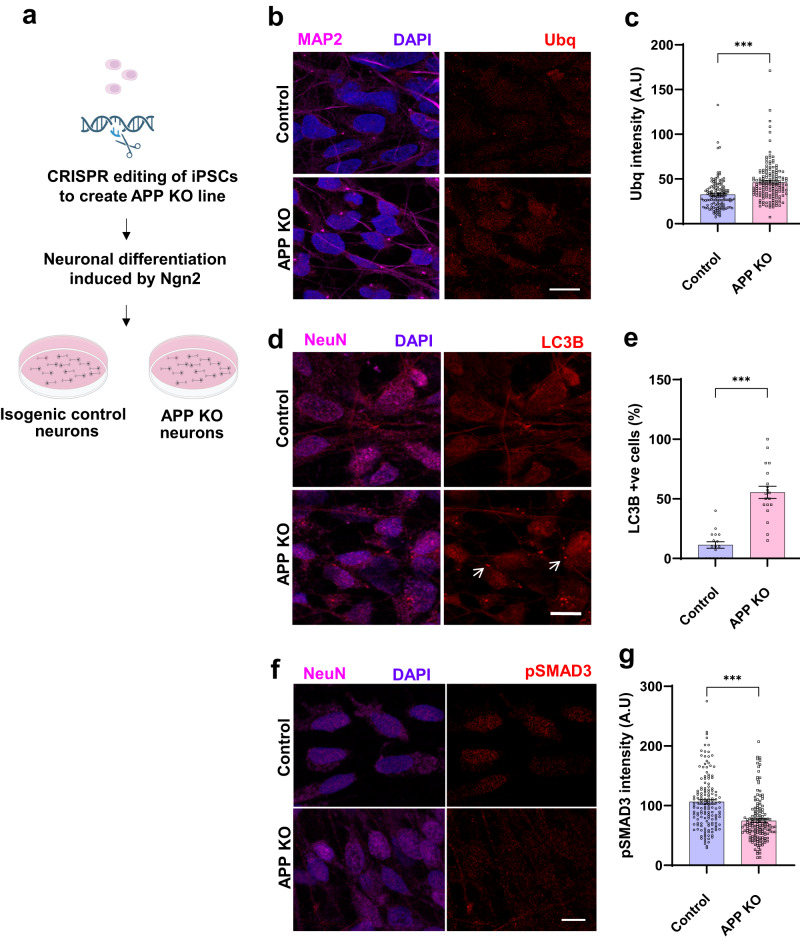
Proteostasis defects in human iPSC-derived APP knockout neurons. **a** Schematic of the approach to generate APP knockout and isogenic control neurons. Created with BioRender.com. **b** Representative immunofluorescence images show increased ubiquitin (red) immunostaining in APP knockout neurons (MAP2, magenta), additionally stained for DAPI (blue), compared to controls. **c** Quantitative analysis shows significantly increased ubiquitin levels in APP knockout neurons compared to controls. Control *n* = 133, APP KO *n* = 151. *p*-value = 8.85E-09. **d** Immunostaining shows increased LC3B (arrow, red) immunostaining in APP knockout neurons (NeuN, magenta) compared to controls. **e** Quantitative analysis shows significantly increased LC3B levels in APP knockout neurons compared to controls. Control *n* = 17, APP KO *n* = 19. *p*-value = 3.86E-08. **f** Immunostaining shows decreased phospho-SMAD3 (red) immunostaining in APP knockout neurons (NeuN, magenta) compared to controls. **g** Quantitative analysis shows significantly decreased phospho-SMAD3 levels in APP knockout neurons compared to controls. Control *n* = 150, APP KO *n* = 156. *p*-value = 9.76E-11. ***p < 0.0001, two-tailed Student’s t-test. Data are represented as mean ± SEM. Cells from 3 independent differentiations of APP knockout and isogenic control cells were analyzed. Scale bars are 10 μm. Source data are provided as a Source Data file.

We then assessed TGFβ signaling by immunostaining and western blotting with an antibody recognizing phosphorylated SMAD3. We observed decreased nuclear phospho-SMAD3 in APP knockout neurons compared to controls by quantitative immunofluorescence (Fig. 8f, g) and by western blotting (Supplementary Fig. 9e, f). We also employed an antibody recognizing the phosphorylated form of additional receptor-activated mammalian SMADs, SMAD1/5/9, but did not observe consistently altered phospho-SMAD levels in APP knockout neurons. Consistent with our in vivo results in flies and mice, APP knockout human neurons showed altered proteostasis and reduced TGFβ signaling.

### Loss of Appl promotes tauopathy in vivo

Our findings thus far identify a new role for APP in controlling age-dependent proteostasis, but do not directly address the relevance to disease. The diagnosis of Alzheimer’s disease at postmortem examination requires not only the presence of Aβ plaques, but also intracellular neurofibrillary tangles comprised of aggregated wild type tau, a microtubule binding protein. We have previously described a *Drosophila* model for the study of Alzheimer’s disease and related tauopathies based on the pan-neuronal expression of wild type or familial frontotemporal dementia-linked mutant forms of human tau^15^. We examined the influence of loss of Appl on tau neurotoxicity by creating Appl deleted flies expressing transgenic human tau (Fig. 9a). Expression of wild type human tau in a pan-neuronal pattern produced neuronal dysfunction and death as assessed with locomotor activity monitored by the climbing assay (Fig. 9b). Removing Appl function in human tau transgenic flies further impaired locomotor function (Fig. 9b).

**Fig. 9:**
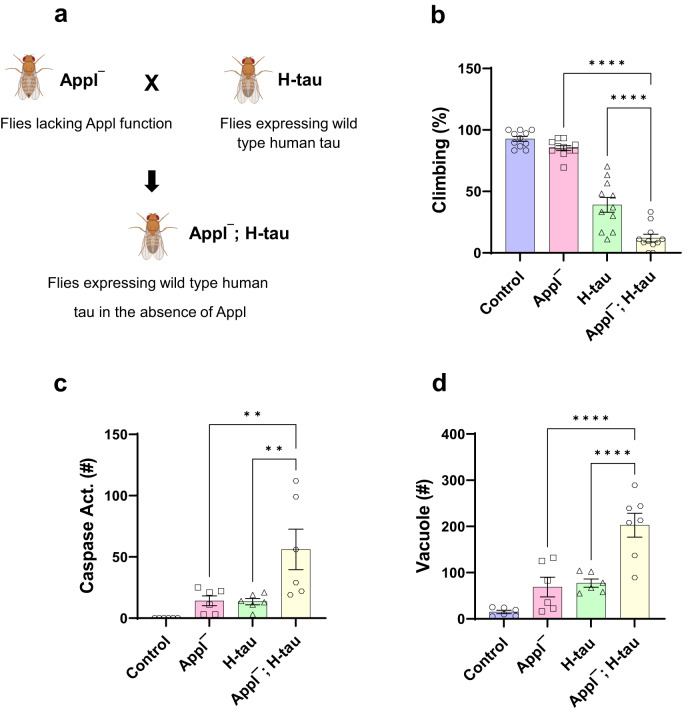
Loss of Appl worsens tauopathy in *Drosophila*. **a** Schematic of crossing scheme to obtain flies expressing wild type human tau in an *Applˉ* mutant background. Created with BioRender.com. **b** Locomotor dysfunction in human tau transgenic flies is worsened by removing Appl function as monitored by the climbing assay. *p*-values for *Applˉ* vs *Applˉ* H-tau and H-tau vs *Applˉ* H-tau are <0.0001. **c** Quantifi**c**ation shows increased numbers of neurons with caspase activation in whole brains of tau transgenic flies lacking Appl function. *p*-values for *Applˉ* vs *Applˉ* H-tau and H-tau vs *Applˉ* H-tau are 0.002. **d** Quantitative analysis shows increased numbers of vacuoles in whole brains of tau transgenic flies lacking Appl function. *p*-values for *Applˉ* vs *Applˉ* H-tau and H-tau vs *Applˉ* H-tau are <0.0001. Control is *nSyb-GAL4/+* in (**b**, **d**) and *UAS-CD8-PARP-Venus, nSyb-GAL4/+* in (**c**). **p < 0.01, ****p < 0.0001, one-way ANOVA with Student-Newman-Keuls posthoc test. Data are represented as mean ± SEM. In **b**, *n* = 11 repeats per genotype, Control = 84, *Applˉ* = 109, H-tau = 106, *Applˉ* H-tau = 75 flies. In **c**, *n* = 6 flies per genotype. In **d**, Control = 6, *Applˉ* = 6, H-tau = 6, *Applˉ* H-tau = 7 flies. Flies are 20 days old. Source data are provided as a Source Data file.

We assessed neurodegeneration in human tau transgenic flies with and without expression of Appl by monitoring caspase activation using a transgenic caspase reporter and by quantifying vacuolar pathology. In both the caspase activation and vacuole assays we found that removing Appl significantly enhanced tau-mediated neurodegeneration (Fig. 9c, d). We also saw exacerbation of lifespan truncation in flies lacking Appl and expressing human tau (Supplementary Fig. 10a). Tau neurotoxicity is strongly dependent on phosphorylation^47–50^. We did not find clear alteration of well-studied tau phosphoepitopes in flies expressing human tau in the absence of Appl using whole head homogenates (Supplementary Fig. 10b), suggesting that Appl may work downstream of tau phosphorylation.

## Discussion

Here we take a multi-omic approach to identify previously unsuspected, pervasive control of cellular metabolism by Appl, the single *Drosophila* ortholog of the vertebrate APP family of proteins. Integrating single cell RNA sequencing with proteomics and ubiquitinomics from flies lacking Appl function and controls provides evidence for dysregulated translation, mitochondrial function, nucleic acid and lipid metabolism, and proteostasis in Appl mutants (Fig. 3d). Despite the dominant focus on Aβ peptides in Alzheimer’s disease research, a number of functions for APP have nonetheless been defined using biochemical, cellular and genetic approaches^3,51^. Important roles for APP family members in cell adhesion^38,52^, axon and synapse development and function^41,42,53,54^, and neuronal excitability^55^ have been described^3,51^. We identified many of these pathways in our analyses as well (Fig. 2, Supplementary Fig. 2). The molecular mechanisms underlying the previously described functions of APP are not fully understood and the new APP-regulated pathways we describe here are candidates for regulating these diverse roles of APP.

The strong age-dependence of Alzheimer’s disease has been ascribed, at least in part, to loss of the normal mechanisms controlling protein synthesis, folding and degradation, or proteostasis, during aging^20,56^. Loss of normal proteostatic mechanisms can promote aggregation of protein into the histopathological hallmarks of Alzheimer’s disease, the extracellular Aβ plaques and intracellular neurofibrillary tangles, as well as perturbing multiple other cellular pathways critical for function and viability^20^. We thus focused here on defining (Fig. 4) and mechanistically characterizing (Figs. 5, 6) a previously unsuspected role for APP in controlling proteostasis. Specifically, we found that TGBβ signaling, a top candidate from our transcriptional analysis (Supplementary Fig. 2, Table 1) controls age-dependent abnormal protein aggregation and autophagy in the *Drosophila* nervous system (Figs. 5, 6). We demonstrated the relevance of our findings to mammals by showing similar regulation in APP neuronal conditional knockout mice (Fig. 7) and in cultured human APP knockout neurons (Fig. 8). APP may regulate TGFβ signaling by binding to TGFβ ligand. Immunoprecipitation studies have shown that recombinant TGFβ2 can bind directly to the extracellular domain of APP in vitro^57^. We did not detect direct binding of either full length or secreted Appl to TGFβ ligands or receptor subunits in *Drosophila* brains in vivo, although our experiments were limited by available immunologic reagents. Thus, the precise mechanism of TGFβ regulation by APP requires further investigation. Nonetheless, we have shown that expressing the extracellular region of Appl can rescue loss of function phenotypes associated with loss of Appl function (Supplementary Fig. 6). Based on these results and prior reports showing a direct physical interaction between the extracellular domain of APP and TGFβ ligand^58,59^, we hypothesize that Appl binds to the extracellular domain of TGFβ ligand, blocking receptor activation and thus reducing downstream phosphorylation of the Smox transcription factor (Fig. 5).

Our findings implicate autophagy, and specifically Atg8a (Fig. 6d, e), as the target of TFGβ signaling via the transcription factor SMAD. Smox represses *Atg8a* expression in *Drosophila* muscle and binds directly to the *Atg8a* promoter^26^. Our observation of increased *Atg8a* RNA in the retinas of flies lacking Appl by in situ hybridization is consistent with prior results manipulating TFGβ signaling in muscle. Modest overexpression of Atg8a has previously been shown to reduce accumulation of ubiquitinated protein aggregates^24^. In contrast, we observed elevated numbers of protein aggregates when we increased Atg8a expression in adult fly retinal neurons either by removing Appl function or by overexpressing transgenic Atg8a (Fig. 6f, g). A similar increase in aggregates protein aggregation has previously been observed in a separate neuronal protein aggregation disease model in *Drosophila* following overexpression of Atg8a^60^. Beneficial or deleterious effects of increased Atg8a may reflect both the levels of the protein and the cellular context^61,62^. Specific mechanisms by which increased levels of Atg8a might promote cellular toxicity and dysproteostasis include defective cargo recognition^63^, autophagy inhibition^64^, or altered membrane fusion^65^.

Our transcriptional analyses identified significant numbers of gene expression changes both in neurons and in glia (Supplementary Figs. 1, 2). 

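In counts simulated with the libraries' own means and spread, 175 of 200 changed genes (87.5%) were recovered in neurons and 96 of 200 (48%) in the glia-like cluster 20. These shares hold for the sizes of change simulated, and do not give the recovery of smaller changes. The neuron-like clusters held 23869 cells, while cluster 20 held between 33 and 97 cells per library.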

Appl expression has traditionally been described as broadly neuronal^18^. Similarly, well-controlled studies using knockout mice have suggested that APP expression is substantially neuronal, with little to no detectable glial expression^66^. Thus, Appl may exert a previously unsuspected noncell autonomous effect not only on glial cells within the brain parenchyma, but also on adjacent organs such as the fat body (Supplementary Figs. 1, 2). The relatively small degree of overlap between genes with altered expression in non-neuronal cell types (Supplementary Fig. 2b, c, d) is also consistent with non-cell autonomous regulation by Appl, which would plausibly engage different mechanisms than those mediating cell-autonomous regulation. However, studies based on transgenic manipulation of Appl expression in glial cells have suggested a role for Appl in regulating glutamate recycling in glial cells^67^, raising the possibility that Appl exerts a cell autonomous role in non-neuronal cells. Additional work defining the expression pattern of Appl at high resolution and sensitivity and manipulating Appl and downstream pathways separately in neurons and non-neuronal cells will be required to distinguish non-cell autonomous and cell autonomous functions of Appl.

Our studies demonstrate shortened lifespan and age-dependent neurodegeneration in flies lacking Appl function (Fig. 1, Supplementary Fig. 10). These findings are consistent with prior work on Appl by others^8^ and are features of Alzheimer’s disease in patients. In contrast, conditional triple knockout mice with selective inactivation of APP, APLP1 and APLP2 postnatally in excitatory neurons do not display clear neurodegeneration with age^55^. These disparate results may reflect differences in the timing or cellular specificity of gene knockout. Alternatively, dissimilarities in organismal biology such as reduced redundancy may unmask disease-relevant phenotypes in flies that are not apparent in mice. For example, flies lacking parkin or Pink1 function show significant cellular toxicity and mitochondrial dynamics defects^68–70^ relevant to those seen Parkinson’s disease patients, while even aged triple parkin/PINK1/DJ-1 mice do not show clear neurodegeneration^71^. Our demonstration of altered TFGβ signaling and proteostasis in double conditional knockout mice lacking APP and APLP2 function in neurons, and in human neurons lacking APP, suggest a conserved role for regulation of these pathways by APP. Interestingly, evidence for dysregulation of neuronal TGFβ signaling has been seen in the brains of patients with Alzheimer’s disease at postmortem examination^72–74^. Age-dependent loss of proteostasis itself has been strongly implicated as a contributing factor to the development of Alzheimer’s disease and related neurodegenerative disorders^20^.

We additionally explored the potential connection of our findings with Alzheimer’s disease by expressing human transgenic tau in flies lacking Appl function. We observed enhancement of tau neurotoxicity with Appl deletion. Tau neurotoxicity is widely viewed as acting downstream of the toxicity of Aβ peptides in Alzheimer’s disease^75^. Our findings raise the possibility that loss of Appl function might alternatively or additionally promote cell death through mechanisms mediating toxicity of tau to neurons^49,50^. The concept of loss of APP function contributing to Alzheimer’s disease has been supported by some studies demonstrating decreased APP transcript or protein levels in patient brains or CSF^76–78^. However, other studies have not reproduced these findings^79^, raising the possibility that multiple mechanisms may contribute to disease pathogenesis in the complex context of sporadic Alzheimer’s disease.

Given the preponderance of evidence, discussed above, that Alzheimer’s disease associated mutations in APP influence cleavage of the protein it is tempting to speculate that cleavage might regulate TGFβ pathway activation by APP. We found that the extracellular domain of Appl was sufficient to rescue abnormal protein aggregation in flies lacking Appl function (Supplementary Fig. 6). It would be of interest to determine the effect of Alzheimer’s disease promoting and protective mutations in APP on TGFβ activation and proteostasis in mammalian neurons.

Finally, our results may have implications for treatment strategies in Alzheimer’s disease. Our work supports modulation of TGFβ signaling as a potential therapeutic target in the disorder, although the complexity of ligands, receptors, downstream signaling molecules and cell-type specific effects will require careful consideration. Depletion or deletion of APP has been suggested as a therapeutic option in Alzheimer’s disease^80^. While the substantial redundancy of mammalian APP family members^3^ indicates that therapeutic reduction in APP levels may be well tolerated, our findings suggest that the effects of removing or decreasing APP on TGFβ signaling and proteostasis should be monitored, and that the effects of reducing APP in the context of tauopathy should also be evaluated.

## Methods

### Ethics statement

This study complies with all relevant ethical regulations.

### *Drosophila* and mouse genetics

Flies were crossed and aged at 25˚C. They were reared in standard fly food containing yeast, agar, and corn flour. Pan-neuronal expression of transgenic RNAi and proteins was mediated by *elav-GAL4* in the genome scale screen and *nSyb-GAL4* in subsequent follow up studies. The genome scale screen was performed on flies aged for 30 days, as will be described in detail elsewhere (Leventhal, Fraenkel, Feany, in preparation). Transgenic flies expressing the 0N4R isoform of wild type or mutant human tau under the control of the UAS promotor have been described previously^15^. The following stocks were obtained from the Bloomington *Drosophila* Stock Center and Vienna *Drosophila* Resource Center: *nSyb-GAL4*, *elav-GAL4*, *UAS-punt-RNAi* (TRiP.GL00069, TRiP.HMS01944), *UAS-Actβ-RNAi* (TRiP.JF03276, GD3157), *UAS-Smox-RNAi* (TRiP.JF02320), *UAS-Atg8a-GFP, UAS-GFP-mCherry-Atg8a, Appl*^*d*^, *UAS-APP.695.Exel*, *UAS-Appl.s*. *UAS-CD8-PARP-Venus* was kindly provided by Darren Williams.

Behavior tests and lifespan assays were performed at 25˚C. Climbing was tested on day 10 or 20 using a standardized protocol as described here^16^. Briefly, flies were transferred to a vial without food and gently tapped to begin the assay. The number of flies climbing 5 cm in 10 seconds was recorded. Approximately 10 flies were placed in each vial; 10 vials per genotype were assayed. The percentage of flies climbing was graphed for comparison. For lifespan assays flies were collected on day one following eclosion and the fly media was changed every three days. At least 350 flies were used per genotype.

Neuronal-APP conditional knockout mice were generated by crossing floxed APP mice with transgenic mice expressing Cre-recombinase under the neuronal nestin promoter. These neuronal conditional knockout mice were bred with APLP2 null mice to generate neuronal double conditional knockout (N-dCKO) mice as described in detail^38^.

### Molecular biology

For genotyping of *Appl* deleted flies primers targeting the first exons (Forward - GCT GCG TCG TAA TTT GTT GC, Reverse - TCA CCT GAA CCT GAG CAG TG) and last exon (Forward - CGT CAC AAC ACA CCA TCC CA, Reverse - AGG TCG GAT TCT CGT ACC CA) were initially used. We confirmed that these exons were present in the *Appl*^*d*^ flies. Next, we designed primers targeting the neighboring regions. Regions targeted by the following primers were intact in *Appl*^*d*^ mutants: 5’ end – Forward: CGG TTT TTG CAC TCG CTT GA, Reverse: AGC CGG ACA AAA GGA CAA CA, 3’ end – Forward: ACA CTG AGT ATG GGG AGG CA, Reverse: CAA ATG CGG CAC GAG TTG AC. Regions targeted by the following primers were absent in *Appl* null flies: 5’end – Forward: GTC TGA TAT CGG GGG AAC CG, Reverse: CCA CAC AAA CGC ACT TCC AC. 3’ end – Forward: CGG CAC CTA TTG AAC TCT GGA, Reverse: TCA TCG ACT GGT TTA CGG CT. Our results showed that the first two exons and the last three exons were present in the *Appl* deleted flies (Fig. 1c).

Primers for real-time PCR were selected from the *Drosophila* RNAi Screening Center (DRSC) FlyPrimerBank. The EcRB1 primers used were: Forward - GCA AGG GGT TCT TTC GAC G, Reverse - CGG CCA GGC ACT TTT TCA G. A total of 10 fly heads per condition were homogenized in Qiazol (Qiagen) and total RNA was isolated. Samples were treated with deoxyribonuclease and complementary DNA (cDNA) prepared using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Amplification was reported by SYBR Green in a QuantStudio 6 Flex (Thermo), and relative expression was determined using the ΔΔCt method normalized to the RPL32 housekeeping gene (Forward: GAC CAT CCG CCC AGC ATA C, Reverse: CGG CGA CGC ACT CTG TT).

### Histology, immunostaining and imaging

*Drosophila* were fixed in formalin at 10, 20, or 30 days of age, as specified in the results and figure legends, and embedded in paraffin or frozen for cryosectioning. Serial frontal sections (2 or 4 μm) of the entire brain were prepared from paraffin embedded material and mounted on glass slides. Sections were stained with hematoxylin and eosin to assess vacuole number. The number of vacuoles greater than 3 µm were counted throughout the entire fly brain. For immunostaining on paraffin sections, antigen retrieval was performed by microwaving slides in sodium citrate buffer for 15 minutes. For immunostaining on cryosections, tissue sections were fixed in 4% paraformaldehyde for 15 minutes. Slides were blocked in PBS with 2% milk or BSA in PBS and 0.3% Triton X-100, followed by overnight incubation with primary antibodies at room temperature. The manufacturer’s protocol was followed for staining with the Enzo Life Sciences ProteoStat dye. Briefly, paraffin sections were baked at 60 °C for 10 minutes. After processing through xylene and alcohol, tissue sections were fixed using 4% paraformaldehyde. Slides were then incubated with ProteoStat dye followed by destaining in acetic acid. At least 6 brains were examined per genotype and time point for *Drosophila* histology and immunostaining. Flies expressing GFP-mCherry-Atg8a were dissected in Schneider’s medium and imaged immediately using confocal microscopy as described^34,81^.

Brains from 18-month-old mice were postfixed in 4% paraformaldehyde, infiltrated with 30% sucrose and sectioned at 40 µm. Free-floating vibratome sections were permeabilized using PBS with 0.1% Triton X-100, blocked with PBS with 0.1% Triton X-100 and 3% BSA for 1 hour at room temperature, and incubated in primary antibody overnight at 4˚C. Five brains per genotype were examined.

Cultured neurons were fixed in 100% methanol, washed, blocked in PBS with 0.1% Triton X-100 and 5% BSA, and incubated in primary antibody overnight at 4˚C. At least three independent differentiations of APP knockout and isogenic control neurons plated in parallel were performed and analyzed. Three coverslips were analyzed for each differentiation.

Primary antibodies to the following proteins were used at the indicated concentrations: ubiquitin (1:1000, P4G7, BioLegend; 1:200 Cell Signaling; 1:200, Z0458, Dako), GABARAP (1:1000, endogenous *Drosophila* Atg8a, E1J4E, Cell Signaling; 1:200, Abcam), LC3B (1:200, Novus Biologicals), ref(2)P (1:600, Sarkar et al.^34^,), Rab5 (1:100, ab31261, Abcam), Rab11 (1:100, 610656, BD Biosciences), GFP (1:200, N86/8, NeuroMab), cleaved PARP (1:5000, E51, Abcam), elav (1:5, 9F8A9, Developmental Studies Hybridoma Bank), NeuN (1:400, EMD Millipore), MAP2 (1:100, EMD Millipore), pSMAD3 (1:200, Abcam). Appropriate secondary antibodies coupled to Alexa Fluor 488 or Alexa Fluor 555 were incubated for one to two hours at room temperature.

Fluorescence imaging was performed with laser-scanning confocal microscopy using a Zeiss LSM-800 and a 63X objective lens. Fluorescence from varying depths was captured as a z-stack. Images were processed in ZEN Blue software. The same settings were used for scanning of both control and test sections. Quantification of ubiquitinated protein aggregates in *Drosophila* retinas was performed by counting the number of ubiquitin-immunoreactive puncta in well oriented retinal sections. RNA in situ hybridization results were quantified in retinal sections using the analyze particles plugin in ImageJ. At least 6 animals were examined per genotype and time point for analyses of *Drosophila* retinas. To assay autophagic flux, *Drosophila* brains expressing GFP-mCherry-Atg8a were examined. Quantification of ratio between GFP and mCherry in *Drosophila* brain was performed using ImageJ as described^34,81^. For immunofluorescence of mouse and human neurons the mean fluorescence intensity was quantified using ImageJ. At least 45 neurons were analyzed per genotype in mouse sections. Five mouse brains were examined per genotype. Quantitative imaging of cultured neurons was performed on at least 100 neurons per genotype, representing 3 independent differentiations per genotype and 3 coverslips per differentiation.

### Single-cell sequencing

Flies were collected and aged for 10 days and brains were then dissected from heads. Three replicates were used for each genotype. Twenty male and female flies were used for each replicate. A single-cell suspension was made from the brains by following mechanical and enzymatic digestion using trypsin-EDTA^82,83^. Using acridine orange/propidium iodide stain, cells were quantified in the Luna fluorescence cell counter. Single-cell libraries were generated using 10X genomics chromium next GEM single cell 3’ kit. Single-cell sequencing was performed using NovaSeq 6000. Quality control was performed by removing cells with a low number of genes and a higher (>10%) percent of mitochondrial counts. Data were visualized using uniform manifold approximation and projection (UMAP). Seurat, R package, was used for cell clustering. Based on the marker genes in the DRSC scRNA-seq database, cell clusters were annotated^82,84^. Gene ontology was performed using gene ontology (www.geneontology.org)^85^ and FlyEnrichr^86^. The GO library was generated based on the information from the gene ontology consortium. Genes were categorized under biological processes and molecular functions. GO terms were ranked based on the combined score calculated by multiplying the *p*-value and z-score using the formula c = ln(p) * z. The *p*-value is calculated by Fisher’s exact test or the hypergeometric test. The z-score computes the deviation from the expected rank using Fisher’s exact test.

### Proteomics and ubiquitinomics

Flies were collected and aged for 10 days. An equal number of males and females were used in the study. Six replicates for control and five replicates for *Appl* null were performed. For each replicate, 550 flies were used. Initially, heads were isolated and lysed in a lysis buffer containing 8 M urea. Protein concentration was measured using bicinchoninic acid (BCA) assay. Samples were reduced, and alkylated, followed by precipitation, resuspension, and trypsin digestion. 35 µg protein per channel was used for whole proteomics, and 2 mg per channel was used for ubiquitinomics. Samples were TMT labeled, fractionated, and liquid chromatography–mass spectrometry was performed. Ubiquitinomics data was normalized with total TMT signal and nonredundant ubiquitinated sites were taken for further analysis.

### Network analysis

Pathway enrichment was assessed by the hypergeometric test used in gProfiler. Proteomics with an FDR < 0.0001 and ubiquitinomics with an FDR < 0.1 were integrated with OmicsIntegrator2. Clusters were separated using Louvain clustering. The reference interactome was the *Drosophila* STRING protein-protein interactome limited to experimentally validated edges. Node weights were calculated as the negative log_10_ FDR-adjusted *p*-value between mutant and control for the proteomics and ubiquitinomics. Results from single-cell RNA sequencing data were used to adjust edge confidence and node weights in the network to prioritize genes differentially expressed across many cell types. Weights for the input proteomics and ubiquitinomics were adjusted by multiplying the negative log_10_ FDR-adjusted *p*-value by the proportion of number of differentially expressed single-cell RNA-seq clusters to the average number of single cell RNA-seq clusters. To adjust the edge costs, we calculated the average ratio of number of differentially enriched clusters to the average number of clusters for the two nodes involved in the edge. We then calculated the rank order of these computed weights and divided the rank order by the number of edges. We multiplied this new weight by the edge cost. Lower cost in the network shows higher confidence.

### RNAscope

The RNAscope assay was performed by following the protocol provided by the manufacturer supplied in the ACD HybEZ II hybridization systems user manual. Briefly, formalin-fixed and paraffin-embedded heads were sectioned and processed through xylene and ethanol. Sections were permeabilized and hybridized with a gene-specific probe. A probe targeting residues 359-1186 of the *Atg8a* mRNA was used. Hybridization-based signal amplification and noise reduction were performed. Opal fluorophore 650 was used for visualization under confocal microscopy.

### Induced pluripotent stem cells (iPSCs) and neuronal differentiation

Fibroblasts from fetal lungs were reprogrammed to iPSCs. CRISPR editing with the gRNA sequence GCTGCAGCGAGACCTACCCG was used to create the APP knockout cell line. Isogenic APP knockout and control NGN2 inducible iPSCs were obtained from Brigham and Women’s iPSC Neurohub. Cultures were maintained as feeder-free cells in a defined, serum-free media (mTeSR, STEMCELL Technologies). Neuronal induction was performed using a modification of a previously described protocol as elaborated here^44^. Cells were dissociated with Accutase (STEMCELL Technologies) and plated in mTeSR supplemented with 10 mM ROCK inhibitor Y-27632 and 2 mg/ml doxycycline on a Matrigel-coated 6-well plate. On day 1 of the differentiation, culture media was changed to DMEM/F12 supplemented with N2 (Invitrogen), B27 (Invitrogen), nonessential amino acids, GlutaMAX, 5 mg/ml puromycin, and 2 mg/ml doxycycline. On day 4 of differentiation, media was changed to Neurobasal media (Invitrogen) supplemented with B27 (Invitrogen), 10 ng/ml BDNF, CNTF and GDNF, 10 mM ROCKi, 5 mg/ml puromycin, and 2 mg/ml doxycycline. Medium was changed every 3 days.

### Western blotting

Neurons were collected in PBS and lysed in Laemmli buffer. Fly heads were homogenized in Laemmli buffer. Biochemical isolation of insoluble protein aggregates was performed using Triton lysis buffer (50 mM Tris-HCl pH 7.4, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA) and the pellet was resuspended in 4% SDS containing lysis buffer^21,24,25^. Samples were run on 4-20% gels and transferred to nylon membranes using the Bio-Rad Trans-Blot Turbo Transfer System. Antigen retrieval was performed on membranes by boiling in PBS followed by blocking in PBS with 3% milk and 0.05% Tween 20. At least three independent differentiations of triplication and isogenic control neurons plated in parallel were performed and analyzed. Primary antibodies were incubated at 4˚C overnight. Primary antibodies to the following proteins were used at the indicated concentrations: Ubq (1:5000, P4D1, Cell Signaling; 1:5000, P4G7-HRP, BioLegend), Actin (1:10,000, Developmental Studies Hybridoma Bank), pSMAD3 (1:5000, Abcam), SMAD3 (1:5000, Abcam), pSMAD1/5/9 (1:2000, Cell Signaling), GABARAP (1:2000, Abcam), APP (1:1000, Sigma). PHF1 (1:50,000, gift from Peter Davies), AT8 (1:10,000, Thermo), AT180 (1:50,000, Thermo), AT270 (1:10,000, Thermo), total tau (1:75,000, A0024, Dako), GAPDH (1:20,000, Invitrogen). HRP-conjugated secondary antibodies were applied for 3 hours and signal was detected using enhanced chemiluminescence.

### Statistical analysis

Two-tailed t-tests were used to compare two groups. One-way ANOVA or two-way ANOVA followed by the Student-Newman-Keuls test were used to compare multiple samples. Statistical analyses with a *p*-value less than 0.05 were considered significant. Bar graphs are represented as mean ± standard error of measurement (SEM). Excel and GraphPad prism were used for statistical analyses. Statistical tests, *p*-values and number of replicates are specified in the legend of each figure.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The proteomics and ubiquitinomics data generated in this study have been deposited in the ProteomeXchange Consortium under accession code PXD041862. The single-cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE231518 [http://www.ncbi.nlm.nih.gov/geo/]. Publicly available DRSC scRNA-seq DataBase [https://www.flyrnai.org/tools/single_cell/web/] was used for annotation of the cell clusters. Source data are provided with this paper.

# Supplementary material for: Integrative analysis reveals a conserved role for the amyloid precursor protein in proteostasis during aging
**Source:** Nat Commun. 2023 Nov 3;14:7034. doi: 10.1038/s41467-023-42822-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Integrative analysis reveals a conserved role for the amyloid precursor protein in proteostasis during aging**

Vanitha Nithianandam,<sup>1,2</sup> Hassan Bukhari,<sup>1,2</sup> Matthew J. Leventhal,<sup>3,4</sup> Rachel A. Battaglia,<sup>1,2</sup>  
Xianjun Dong,<sup>2,5</sup> Ernest Fraenkel,<sup>3</sup> Mel B. Feany<sup>1,2\*</sup>

**This PDF file includes:**

Supplementary Figures 1-10

Supplementary Figure 1

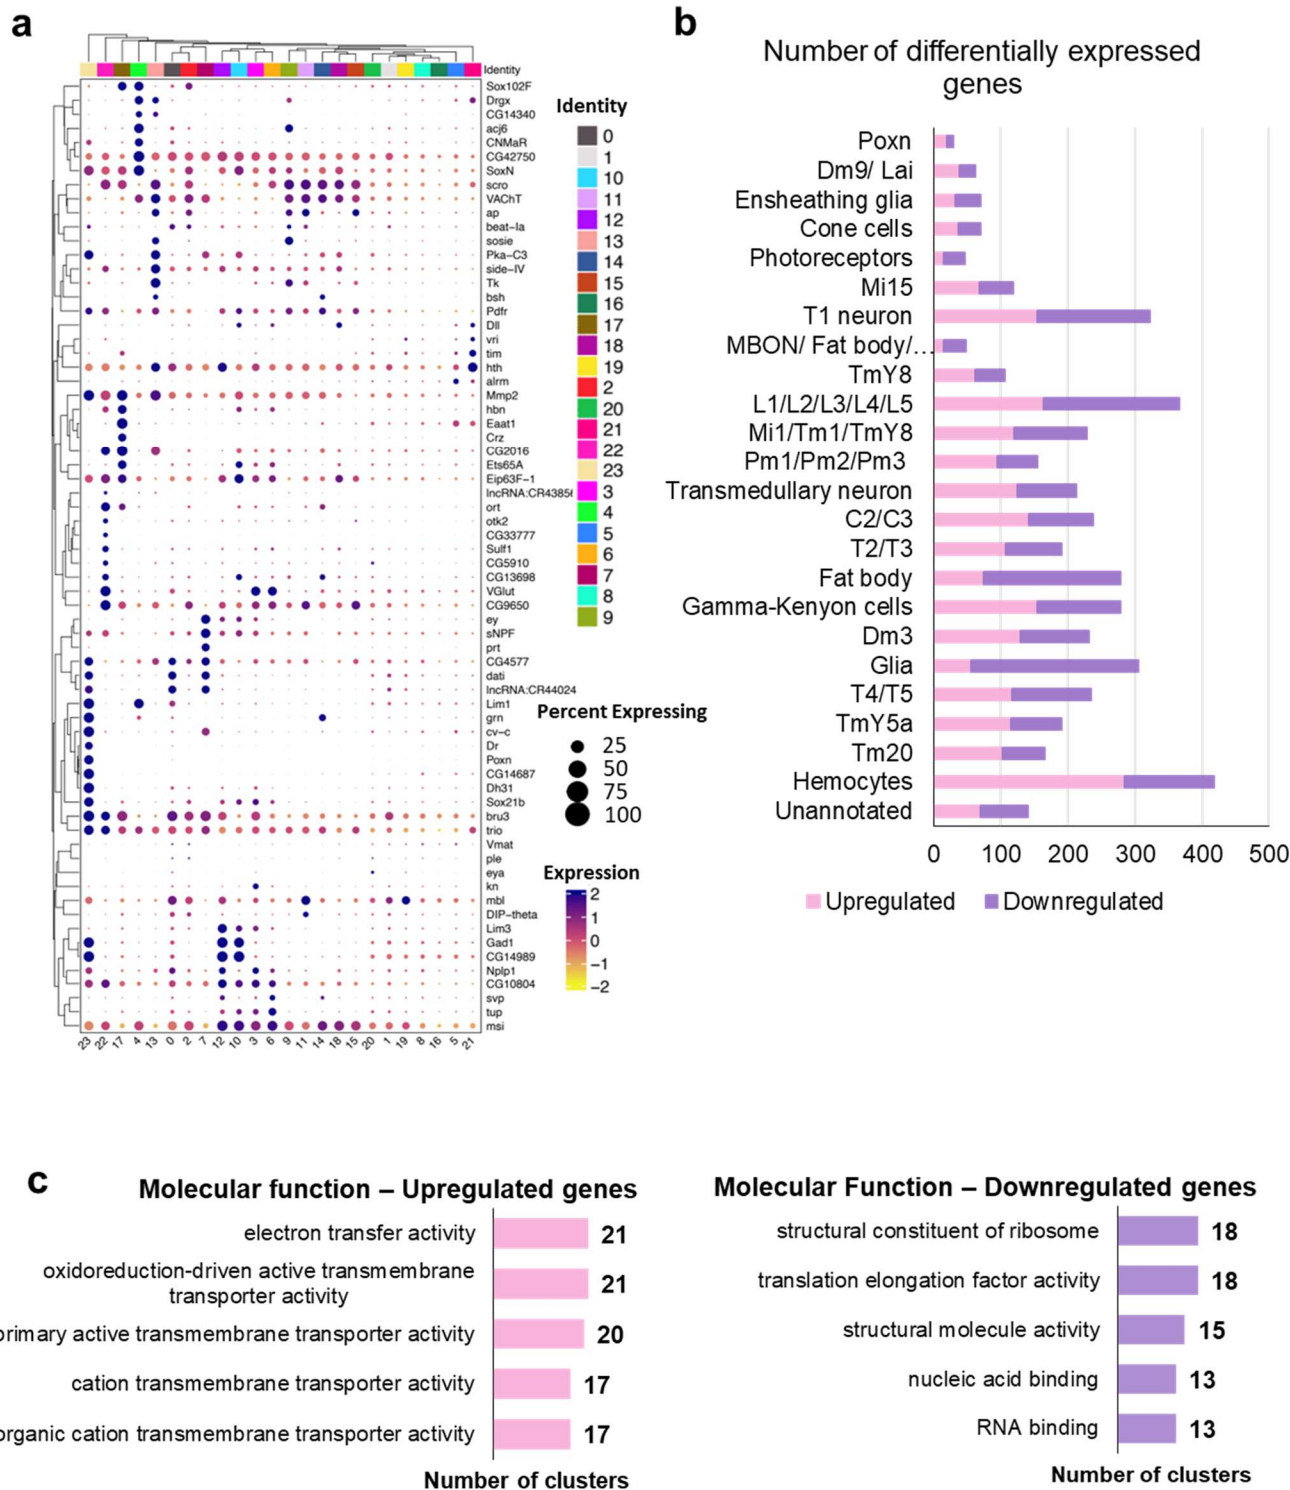

**Supplementary Figure 1:** **a** The dot plot shows the differential expression of marker genes in specific cell clusters. The X-axis and identity numbers indicate the cluster numbers as given in Figure 2b. Percent expressing shows the percentage of cells expressing the marker in a cluster. The color of the dots indicates the expression level. **b** The bar graph shows the number of genes differentially expressed in the different cell populations due to the loss of *Appl*. Pink indicates the number of upregulated genes, and violet indicates the number of downregulated genes. **c** Gene ontology analysis of upregulated and downregulated genes from scRNA-seq analysis. Source data are provided as a Source Data file.

## Supplementary Figure 2

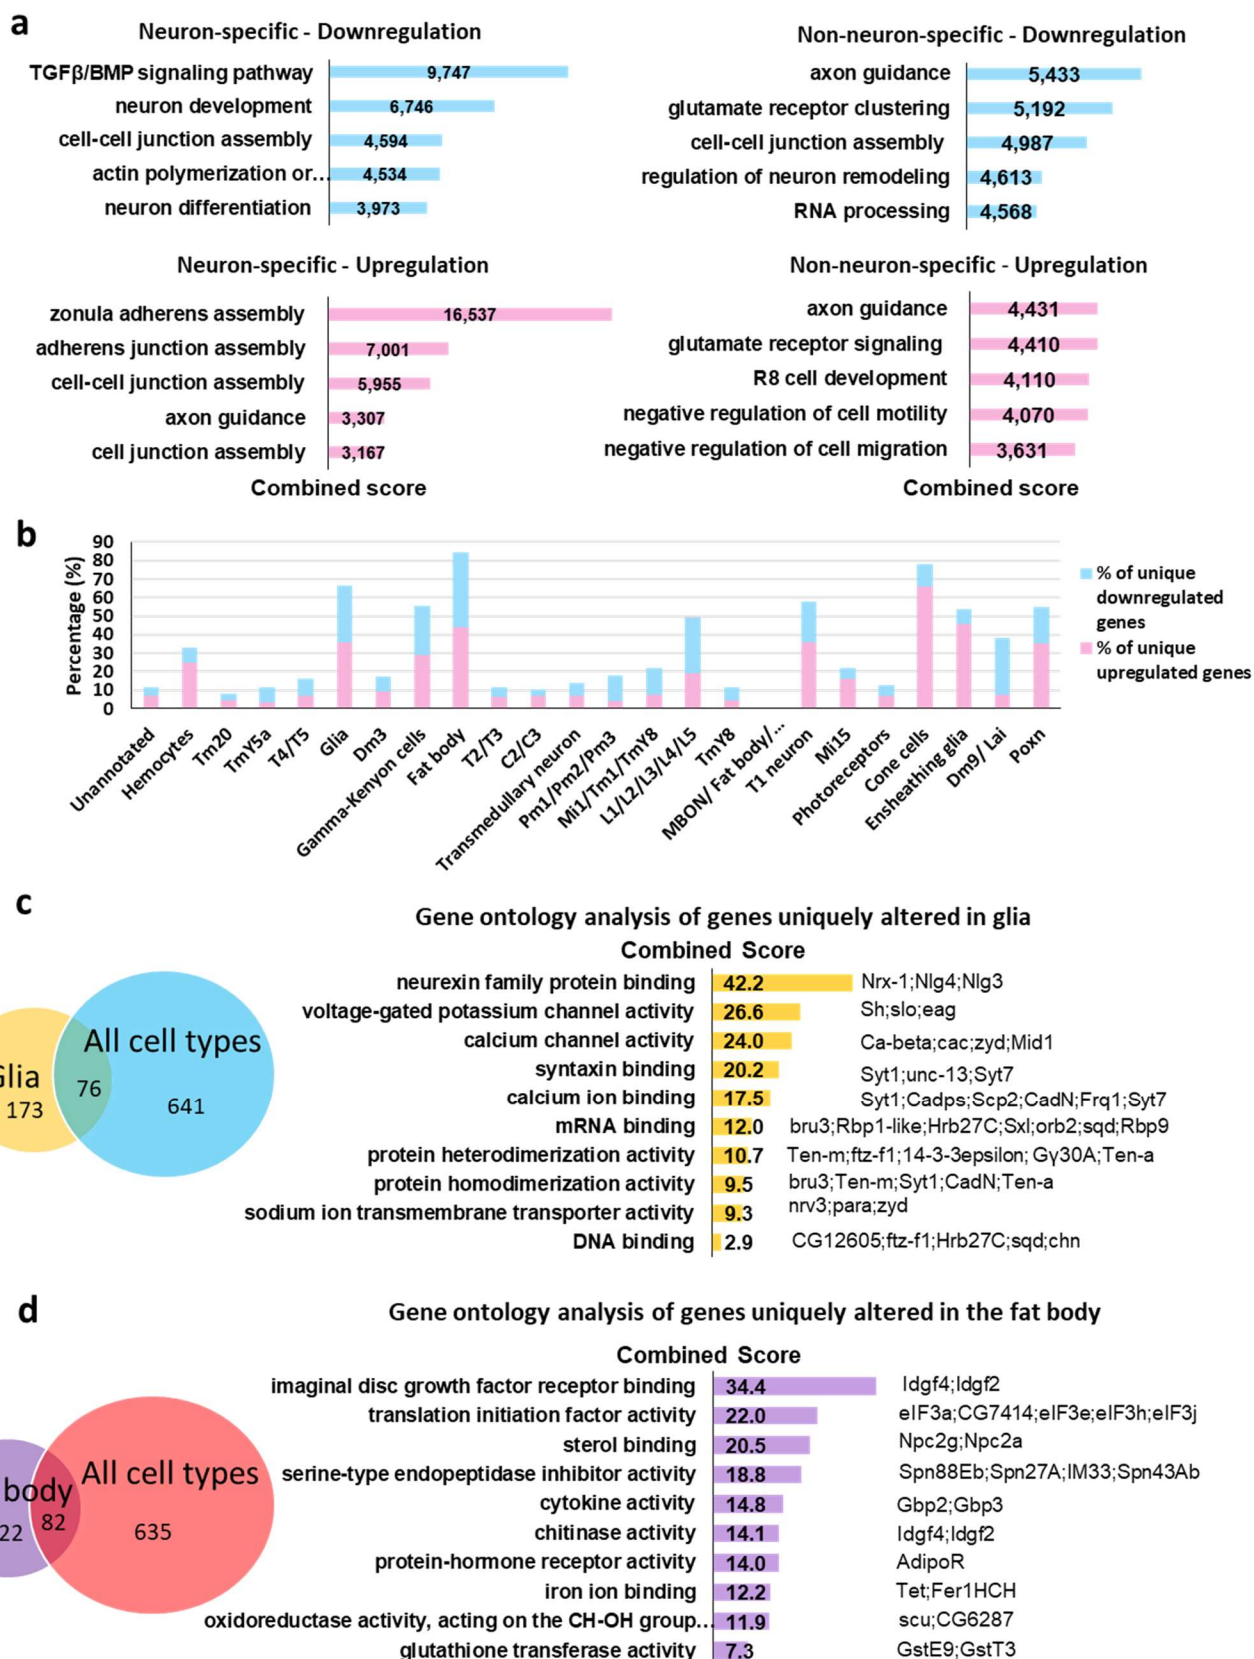

**Supplementary Figure 2: Gene expression changes in the neuronal and non-neuronal populations of *App<sup>l</sup>* fly brains.** **a** Gene ontology analysis of genes specifically altered in neuronal and non-neuronal populations categorized under biological process using FlyEnrichr. **b** The bar graph shows the percentage of genes uniquely altered in the different cell populations. **c** and **d** Gene ontology analysis of genes uniquely altered in glia and fat body categorized under molecular function using FlyEnrichr. The Venn diagram shows the number of regulated genes distinct and common in glia and fat body compared to other cell populations. In **a**, **c**, and **d**, the indicate the combined score ( $c = \ln(p) * z$ ), calculated using the p-value and z-score. The p-value is computed using Fisher's exact test, a binomial proportion test assuming a binomial distribution. Source data are provided as a Source Data file.

# Supplementary Figure 3

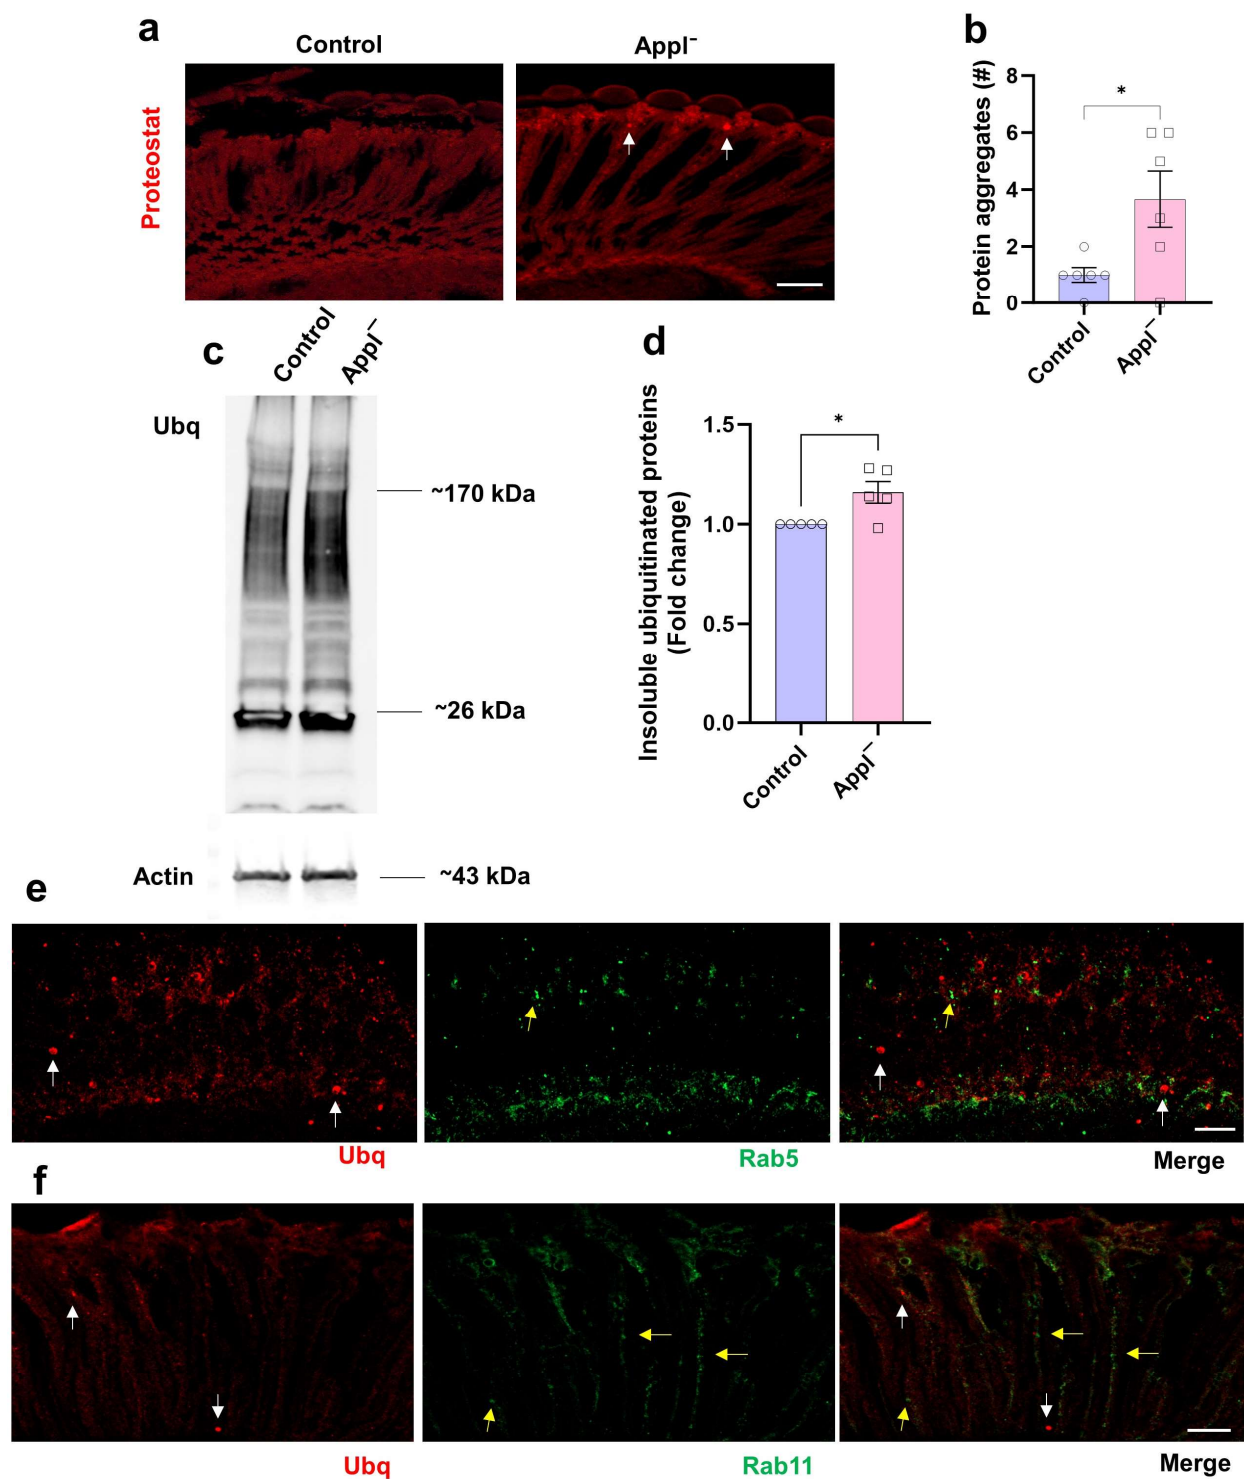

**Supplementary Figure 3: *App1* loss leads to protein aggregate formation.** **a** Representative images showing protein aggregates (arrows) stained with the ProteoStat dye. **b** Quantification shows an increase in the number of protein aggregates in retinal sections of *App1*<sup>-</sup> flies compared to controls. n = 6 per genotype. p value = 0.0401. **c,d** Western blot (**c**) and quantification (**d**) demonstrate an increase in the insoluble protein aggregates in *App1*<sup>-</sup> flies compared to the controls. n = 5 repeats per genotype. Six males and six females per repeat. p value = 0.0434. **e,f** Ubiquitin-positive aggregates (white arrow, red) do not colocalize with the early endosomal marker, Rab5 (yellow arrow, green) or the recycling endosomal marker, Rab11 (yellow arrow, green) in *App1*<sup>-</sup> flies. (**e, f**). Control, *nSyb-GAL4/+* (**a,b**) and *w<sup>1118</sup>* (**c,d**). \*p<0.05, two-tailed Student's t-test (**b, d**). Data are represented as mean ± SEM. Scale bars, 10 μm. Flies are 10 days old. Source data are provided as a Source Data file.

## Supplementary Figure 4

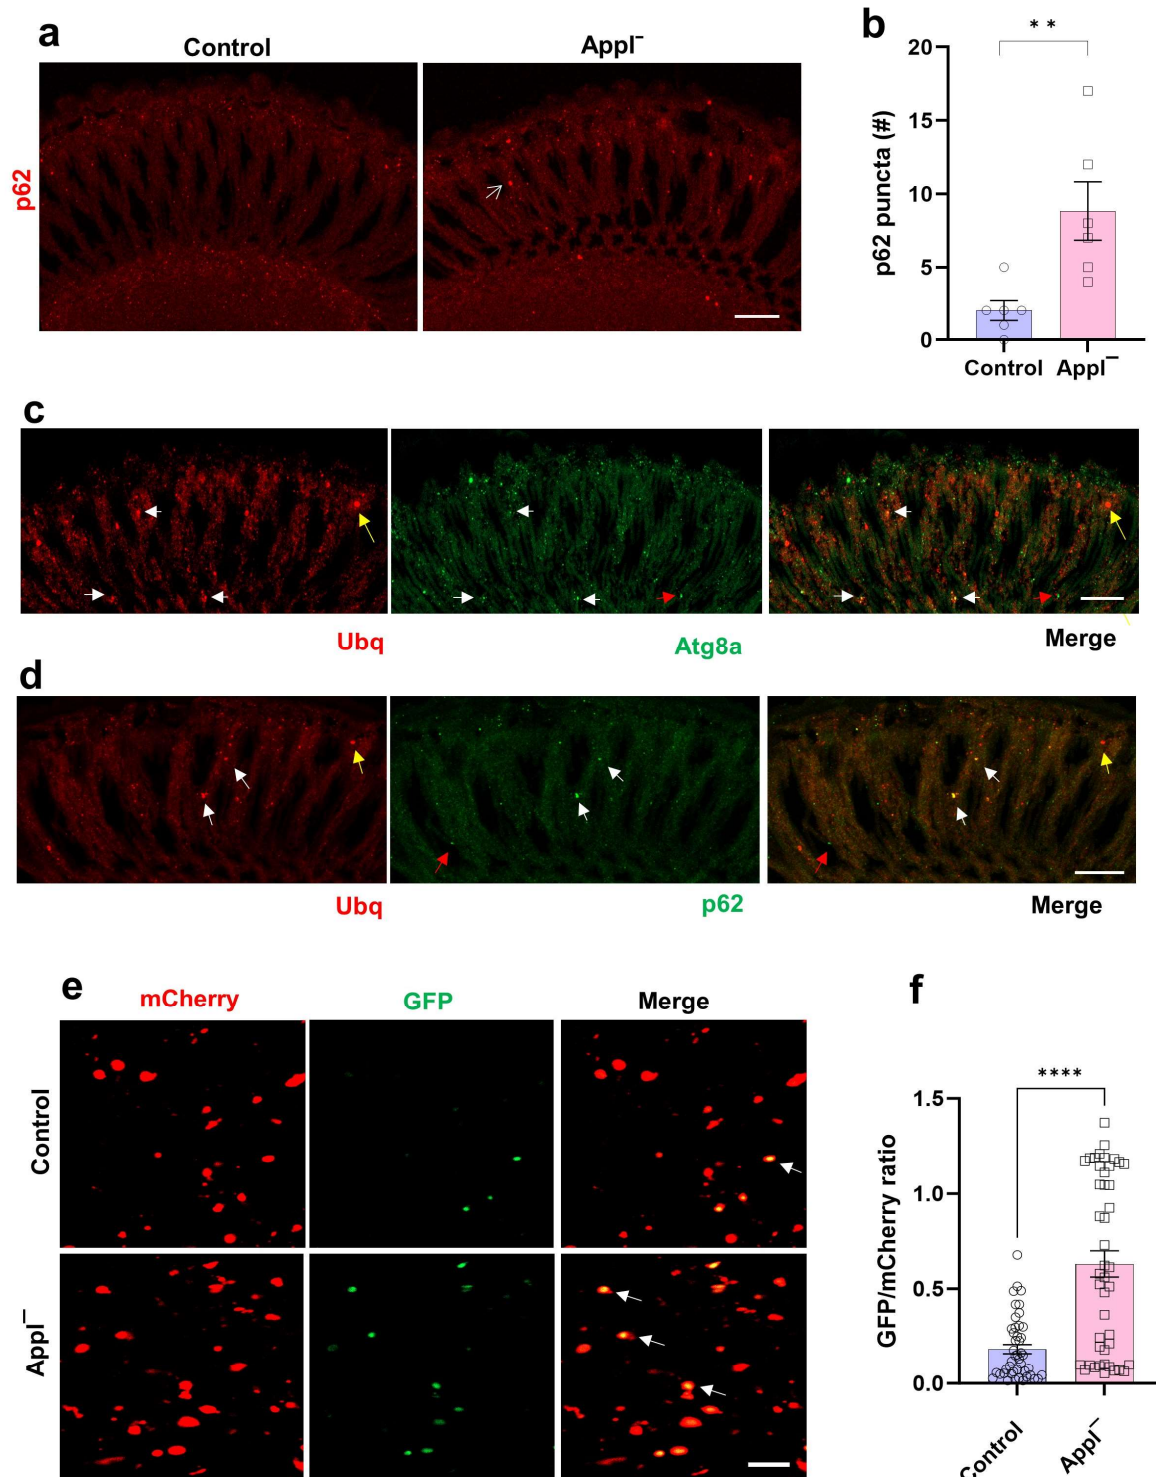

**Supplementary Figure 4: Autophagy markers in flies with *App<sup>l</sup>* loss.** **a** Representative images illustrate increase in p62-positive aggregates (arrow) in the retina of *App<sup>l</sup>* mutant compared to control. **b** Quantification demonstrates significant increase of retinal p62-immunoreactive aggregates in retinas of *App<sup>l</sup>* mutants compared to controls. n = 6 per genotype. p = 0.008. **c,d** Ubiquitin-positive aggregates (red) occasionally colocalize with the Atg8a and p62 (green) in *App<sup>l</sup>* flies. White arrows indicate ubiquitin-positive aggregates colocalized with Atg8a (**c**) or p62 (**d**). Yellow arrows indicate ubiquitin-positive aggregates negative for Atg8a (**c**) or p62 (**d**). Red arrows indicate puncta positive for Atg8a (**c**) or p62 (**d**) and negative for ubiquitin. **e** Representative images of brains from control and *App<sup>l</sup>* flies expressing the tandem reporter GFP-mCherry-Atg8a. Arrows indicate GFP and mCherry double-positive puncta. **f** Quantification shows an increase in the ratio of GFP to mCherry fluorescence in the brains of *App<sup>l</sup>* flies, indicating impaired autophagic flux. n = 45 puncta from 3 animals per genotype. p = 1.086E-07. Control, *nSyb-GAL4/+* (**a,b**) and *UAS-GFP-mCherry-Atg8a/+; nSyb-GAL4/+* (**e,f**). \*\*p<0.01, \*\*\*\*p < 0.0001, two-tailed Student's t-test. Data are represented as mean ± SEM. Scale bars, 20 μm (**a,c,d**), and 5 μm (**e**). Flies are 10 days old. Source data are provided as a Source Data file.

## Supplementary Figure 5

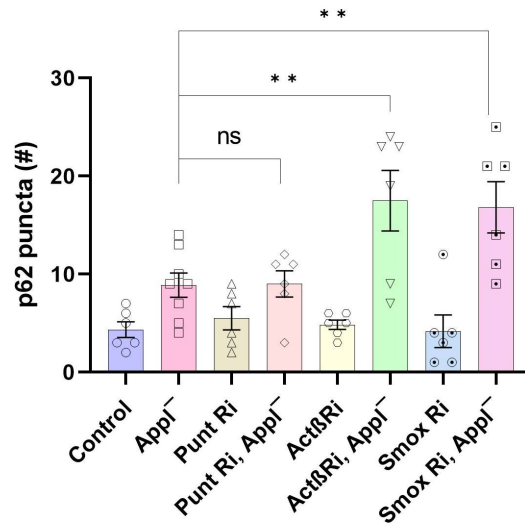

**Supplementary Figure 5: Reduction in TGFβ components increases p62-positive puncta in *Appl*<sup>-</sup> flies.** Quantification of retinal p62-immunoreactive aggregates in flies with neuronal transgenic RNAi knockdown of TGFβ pathway genes. Control is *nSyb-GAL4/+*. \*\*p value 0.002, one-way ANOVA with Student-Newman-Keuls posthoc test. Data are represented as mean ± SEM. n = 6 per genotype. Flies are 10 days old. Source data are provided as a Source Data file.

## Supplementary Figure 6

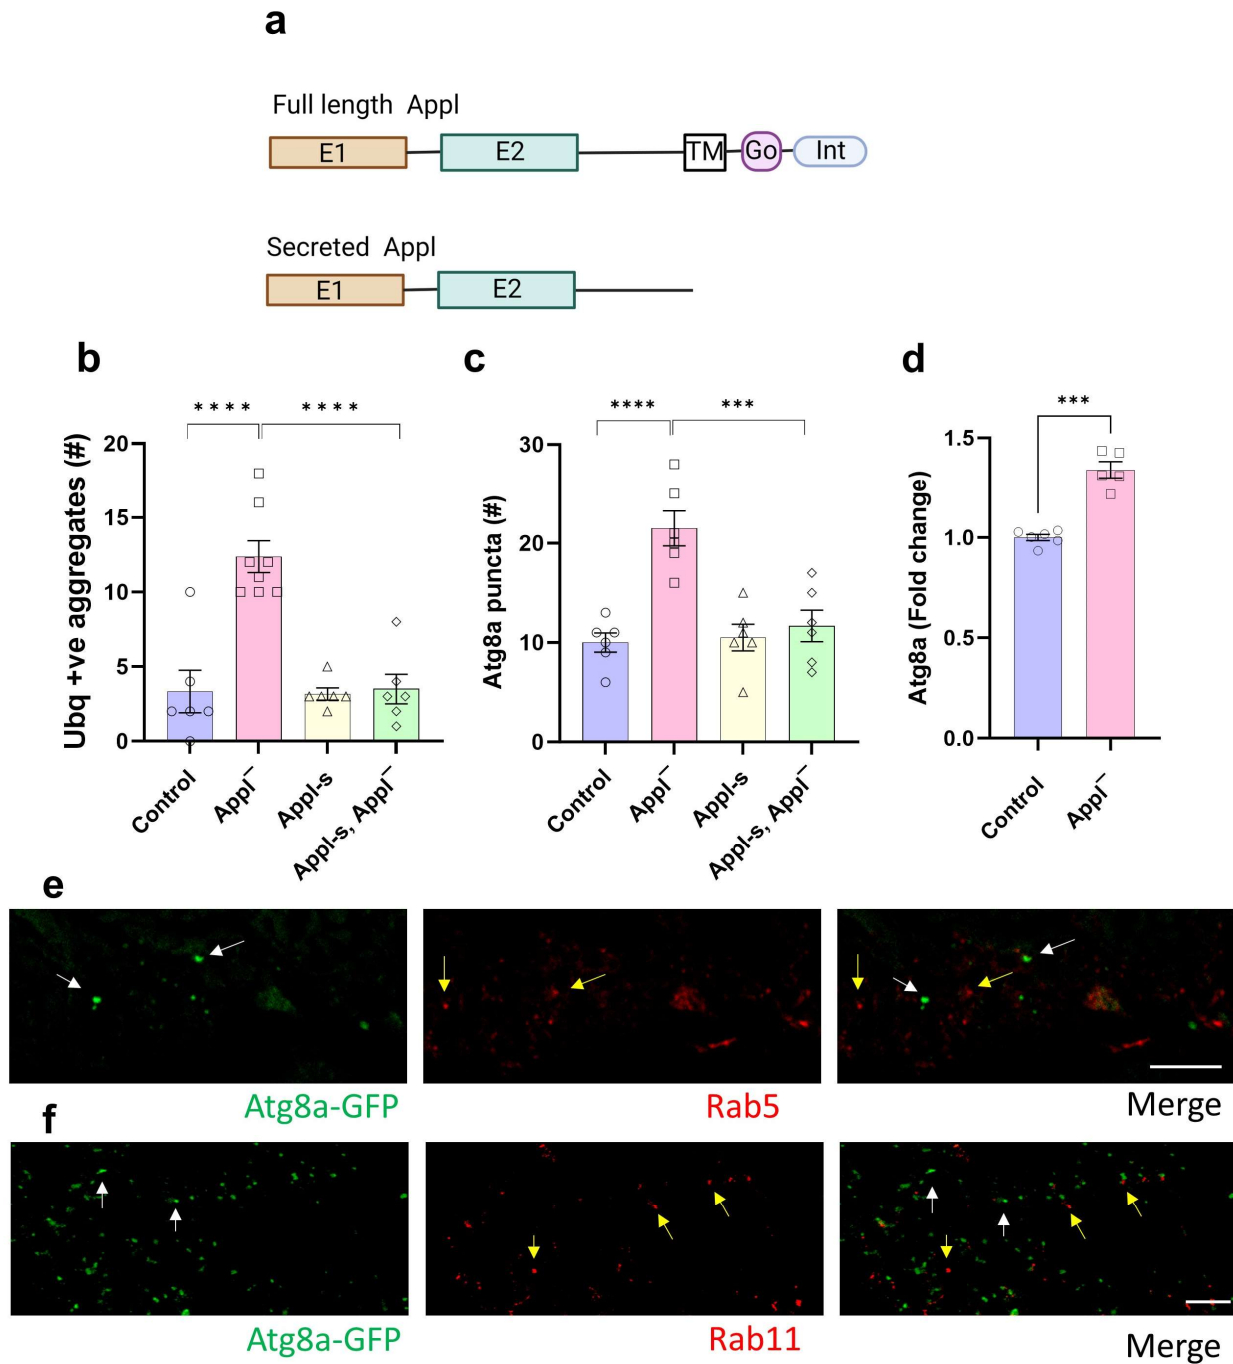

**Supplementary Figure 6: Secreted Appl rescues proteostasis defects caused by the loss of Appl.** **a** Schematic of full length Appl and secreted form expressed in **(b,c)**. **b,c** Quantitative analyses show rescue of the increased numbers of ubiquitin-positive aggregates **(b)** or Atg8a-immunoreactive puncta **(c)** present in the retinas of *Appl* mutant flies by neuronal expression of

secreted Appl (Appl-s). In **b**, Control, n=6; *AppI*<sup>-</sup>, n=8; Appl-s, n = 6; Appl-s, *AppI*<sup>-</sup>, n=6. In **c**, n=6 per genotype. In **b**, p-values for Control vs *AppI*<sup>-</sup> and *AppI*<sup>-</sup> vs Appl-s, *AppI*<sup>-</sup> are < 0.0001. In **c**, p-values for Control vs *AppI*<sup>-</sup> and *AppI*<sup>-</sup> vs Appl-s, *AppI*<sup>-</sup> are < 0.0001 and 0.0002, respectively. **d** Mass spectrometric analysis using isobaric tandem mass tags (TMT) shows an increase in the protein level of the autophagy protein, Atg8a, in *AppI*<sup>-</sup> fly heads. Control, n = 6. *AppI*<sup>-</sup>, n = 5. p value = 0.0005. **e,f** Atg8a-GFP (white arrows, green) does not colocalize with the early endosomal marker, Rab5 (yellow arrows, red) or the recycling endosomal marker, Rab11 (yellow arrows, red). Control is *nSyb-GAL4/+* (**b,c**) and *w<sup>1118</sup>* (**d**). Asterisks indicate \*\*\* p < 0.001, \*\*\*\* p < 0.0001, one-way ANOVA with Student-Newman-Keuls posthoc test (**b,c**) or, two-tailed Student's t-test (**d**). Data are represented as mean ± SEM. Scale bars, 5 µm. Flies are 10 days old. Source data are provided as a Source Data file.

## Supplementary Figure 7

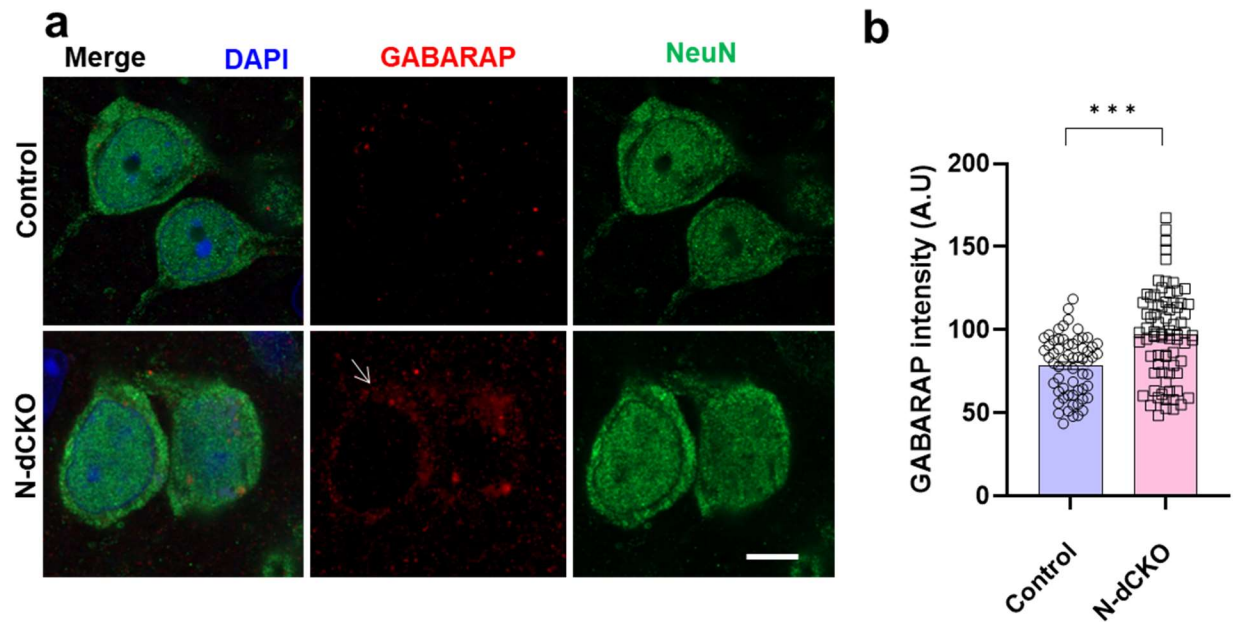

**Supplementary Figure 7: Increased GABARAP in mice with loss of APP and APLP2 in neurons.** **a** Representative immunofluorescence images show increased GABARAP (arrow, red) immunostaining in N-dCKO neurons (NeuN, green), additionally stained for DAPI (blue), compared to controls. **b** Quantitative analysis shows significantly increased GABARAP levels in N-dCKO neurons compared to controls.  $p$  value =  $4.77\text{E-}06$ . Control is  $APLP2^{-/-}$ . \*\*\* $p < 0.0001$ , two-tailed Student's  $t$ -test. Data are represented as mean  $\pm$  SEM. Control,  $n = 60$  cells; N-dCKO,  $n = 75$  cells.  $n = 5$  animals per genotype. Scale bar is  $5\text{ }\mu\text{m}$ . Mice are 18 months old. Source data are provided as a Source Data file.

## Supplementary Figure 8

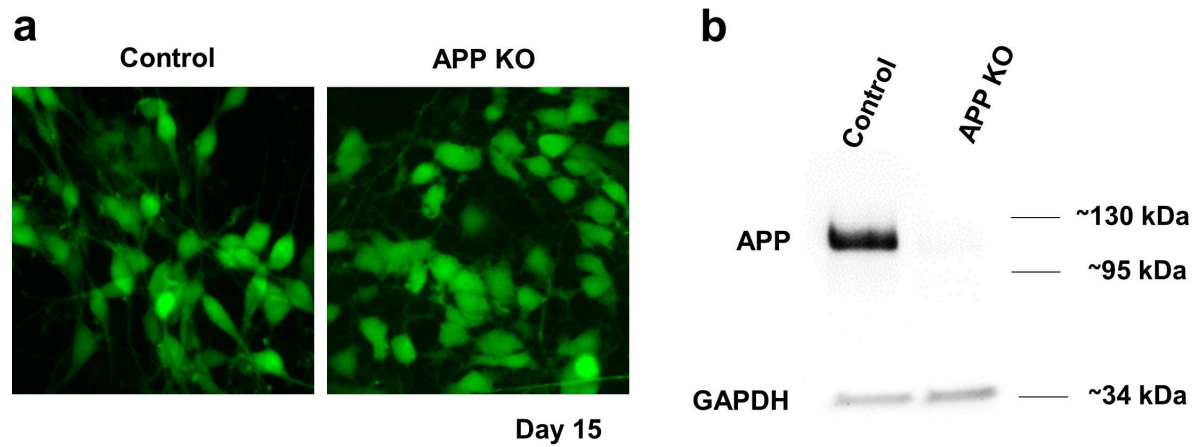

**Supplementary Figure 8: Human iPSC-derived APP knockout neurons.** **a** GFP is induced together with NGN2 and GFP fluorescence allows visualization of cellular morphology at day 15 following neuronal induction in iPSC-derived control and APP knockout neurons. **b** Western blot shows absence of detectable APP in knockout neurons. Knockout of APP is confirmed using three repeats. Source data are provided as a Source Data file.

Supplementary Figure 9

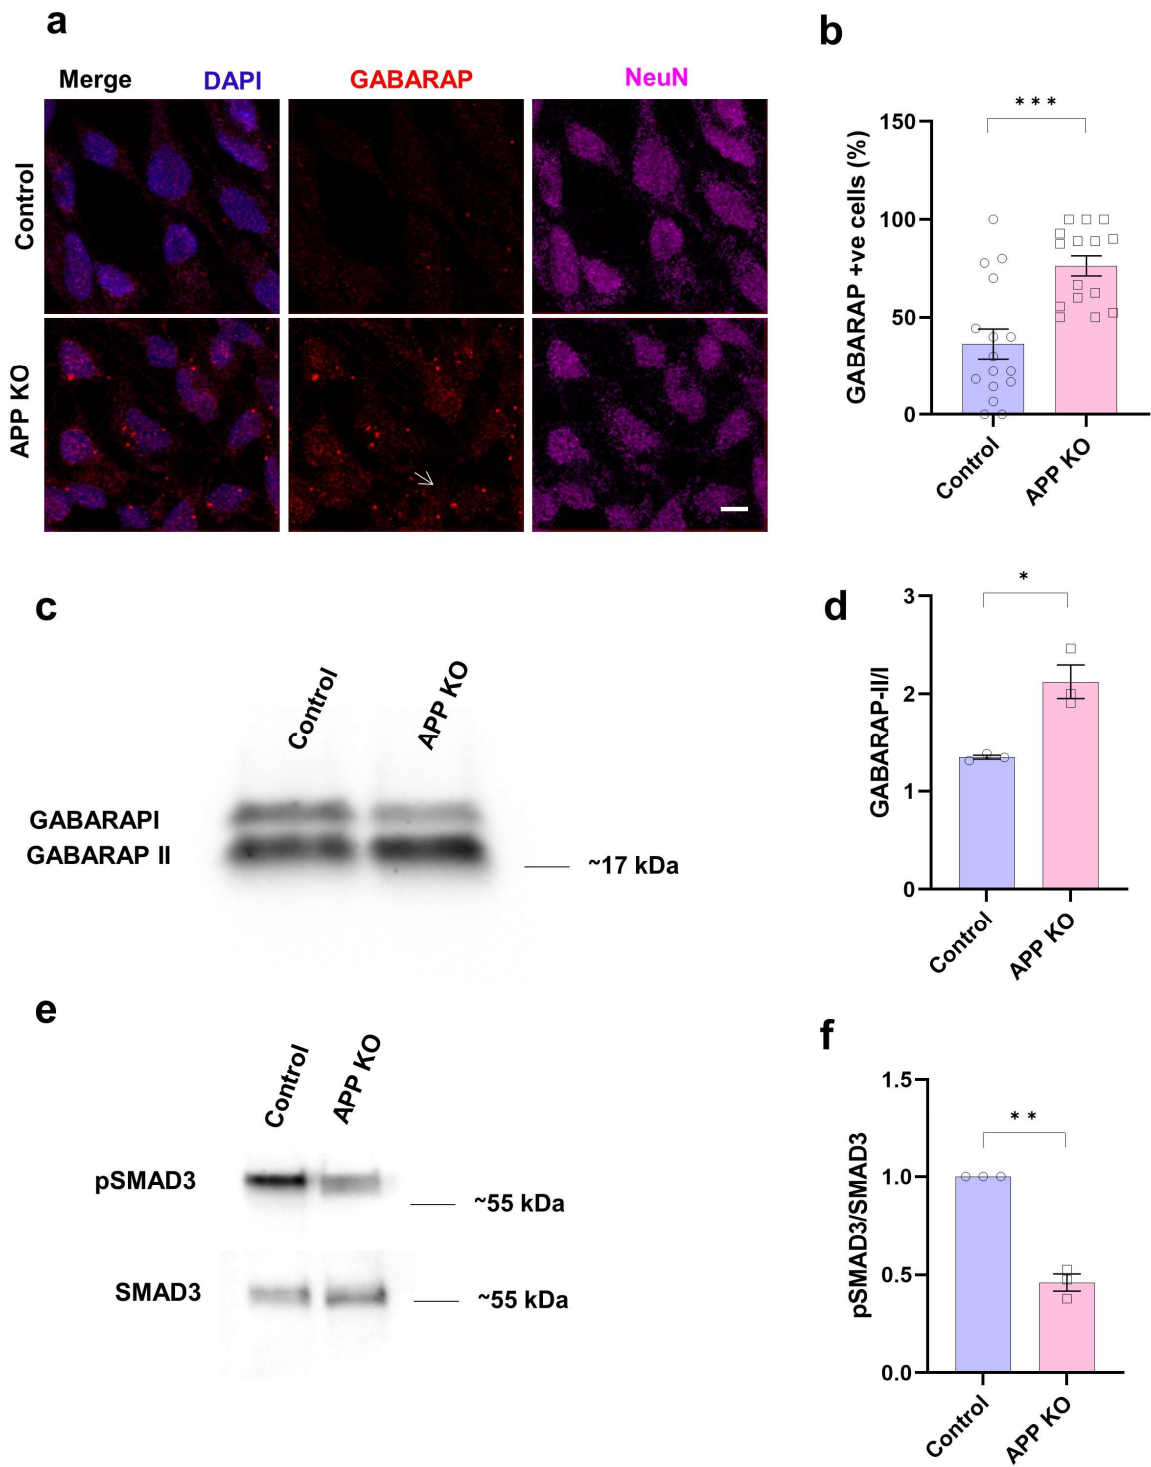

**Supplementary Figure 9: Altered autophagy and TGF $\beta$  pathway markers in human iPSC-derived APP knockout neurons.** **a** Representative immunofluorescence images show increased GABARAP (arrow, red) immunostaining in APP knockout neurons (NeuN, magenta), additionally stained for DAPI (blue), compared to controls. **b** Quantitative analysis shows significantly increased GABARAP levels in APP knockout neurons compared to controls. Control, n = 16; APP KO, n = 15. p value = 0.0002. **c,d** Western blot (**c**) and quantification (**d**) show an increased in the GABARAP-II to I ratio in APP knockout neurons compared to controls. p value = 0.045. **e,f** Western blot (**e**) and quantification (**f**) show decreased phosphorylation of the TGF $\beta$  transcription SMAD3 in APP knockout neurons compared to controls. p value = 0.0065. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, two-tailed Student's t-test (**b,d,f**). Data are represented as mean  $\pm$  SEM. Cells from 3 independent differentiations of APP knockout and isogenic control cells are tested. (**b**), n = 3 (**d,f**). Scale bar is 5  $\mu$ m. Source data are provided as a Source Data file.

## Supplementary Figure 10

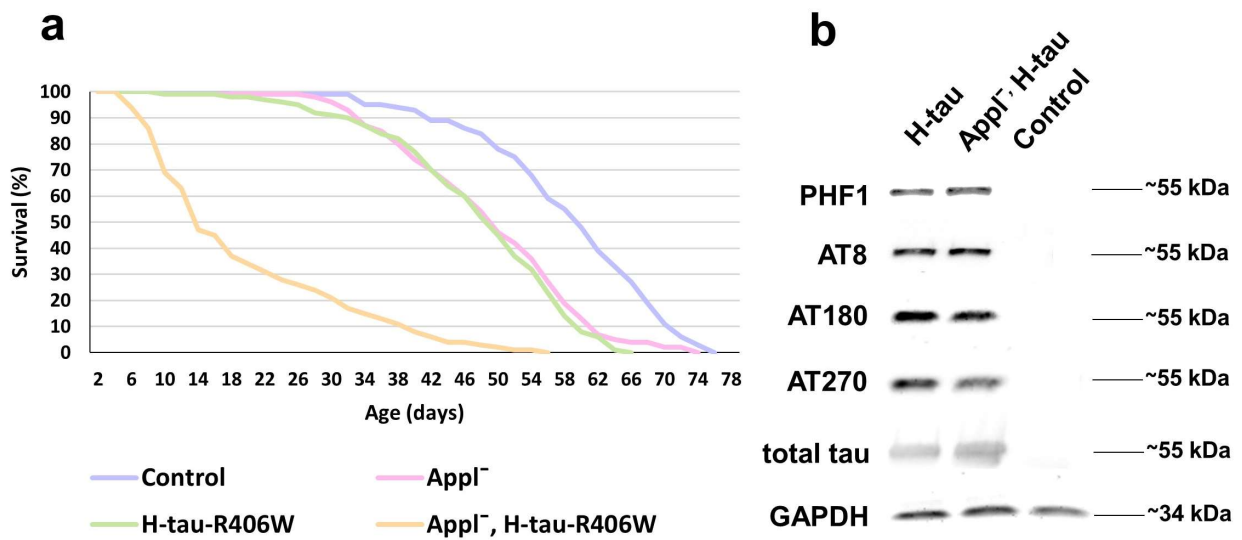

**Supplementary Figure 10: Loss of Appl reduces longevity in *Drosophila* tauopathy model without clearly altering transgenic tau levels or phosphorylation.** **a** Reduced lifespan in flies expressing R406W mutant human tau in an *Appl*<sup>-</sup> mutant background. FTDP-17 linked human mutant R406W tau was used in lifespan studies together with the *elav-GAL4* driver because lifespan truncation is robust in these animals.<sup>15</sup> n = at least 350 per genotype. Control is *elav-GAL4/+*. **b** Western blot shows no clear alteration in human wild type tau phosphorylation or total human wild type tau (phosphorylation-independent antibody) levels in *Appl*<sup>-</sup> flies expressing wild type human tau. Data from two independent blots are included. Control is *nSyb-GAL4/+*. Western blotting was performed on 1-day-old flies. Source data are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

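The single-cell data come from brains of 10-day-old flies, with 3 libraries of control (w1118) and 3 of *Appl*- flies, mapped to genotype and replicate from the sample labels. The authors made the deposited counts with Cell Ranger 6.0.0, which assigns reads to genes and counts UMIs per barcode; the paper's text does not name the genome build or whether counting used the strand. The counts are whole numbers without normalization over 22064 features. Of the 16493 gene IDs, 16447 (99.7%) matched the Release 6 annotation (BDGP6.54, release 115), which was used for chromosomes and neighbouring genes only. The files hold barcodes already called as cells by Cell Ranger.

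Total counts per library ran from 11282730 to 56384733 UMIs. Cells with at least 200 genes and at most 10% mitochondrial counts were kept. Clustering used scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15, with 2000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 1. Clusters were named from marker lists, and counts were summed per library over all cells, over neuron-like clusters, over the glia-like cluster 20 and over each cluster with at least 20 cells in every library. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors between 0.975 and 1.03) and a common biological coefficient of variation of 0.210 over all cells. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. A difference between neurons and cluster 20 was tested in 1 model with a term for each library. Single values were compared by exact permutation of the 6 libraries.

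The genes named are *Appl*, the yolk protein and roX genes, genes the paper names for these pathways, the members of Table 1, the member of each family with the largest change, genes shown in Fig. 2c where a sentence concerns them one by one, and the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap between genotypes. This rule, the designs, the markers and the alternatives were fixed before the data were examined. Genes outside the rule, which are *RpL24-like*, *RpLP2*, *mt:ND1*, listed markers of cell types and leading genes of glia-like clusters, were chosen after their values were seen. The alternatives were other limits on genes and mitochondrial counts, doublet removal, cells thinned to 500 UMIs, other clusterings, DESeq2 1.42.0, other normalizations, no filter on low counts, the replicate number as a block, leaving out each library, no fold change threshold, at least 50 cells per library, cells as the unit, and other set tests. Removing the 5% of cells with the highest Scrublet scores was added after seeing the data, because Scrublet's own thresholds, which marked 5 of 25189 cells, had not worked.

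The labels give both genotypes replicates 1, 2 and 3. Across genes, the deviations of same-numbered control and *Appl*- libraries from their group means correlated at 0.56, 0.40 and 0.47 over all cells, so the numbers pair the samples, although neither the labels nor the paper's text says what a number shares. No 2 libraries of one genotype were duplicates, since their counts differed by 11.0 to 70.8 times the sampling noise.

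The test was tried on simulated data with 200 changed genes. It recovered 131 (65.5%) with 8511 genes simulated as over all cells, 175 (87.5%) with 8199 as in neurons, 96 (48%) with 2663 as in cluster 20 and 161 (80.5%) with 4263 as in the T4/T5 neuron-like cluster. Of the genes it called, 3.68%, 9.33%, 5.88% and 4.17% were unchanged ones. With DESeq2 these shares were 13.6%, 14.6%, 5.05% and 0.704%, higher than edgeR's over all cells and in neurons. The interaction test recovered 115 of 250 (46%) with 2655 genes. The shares of recovered genes hold for the sizes of change simulated, and do not give the recovery of smaller changes.

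Gene ontology libraries, the proteomic data and the human data were not used here. Counts with cells as the unit treat cells of one library as independent, and are given only as an alternative.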

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

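The counts over other splits of the libraries for transposable elements and for the interaction, and the tests of depth, strain background and glial mixture, were chosen after the result was seen.

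Transposable element features are counted in the files and the paper does not report on them. Over all cells, 872 could be tested and 165 differed between genotypes, 86 higher and 79 lower in *Appl*-. Of the 165, 47 (28.5%) changed at least 16-fold, against 68 (13.4%) of the 507 genes called. Leaving out single libraries moved the number higher from 44, without *Appl*- replicate 2, to 96, without control replicate 1, and the number lower from 31, without *Appl*- replicate 2, to 155, without control replicate 1. A difference in depth argues for few features staying at one depth or for one direction. With every cell at 500 UMIs, 53 of the 221 that could be tested still differed, 31 higher and 22 lower. A different strain background of the genotypes is a candidate explanation, since 18.9% of the features differed, against 5.96% of genes (Fisher's exact test, p = 2.73e-34), although features are not independent. A role of Appl itself was not tested apart from the background, since neither genotype was analysed here in another background. Only 1 of the 10 splits of the libraries, the real one, gave as many features. The other 9 gave 0, with between 1 and 112 features at an unadjusted p under 0.05 against 295 in the real split. The 3 of these that part as many same-numbered pairs gave 4, 13 and 112. With 10 splits, a share under 0.1 cannot be seen.

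The effect of genotype differed between neurons and the glia-like cluster 20 for 96 genes. Some of these had too few counts to be tested in cluster 20 alone. A different mixture of glial types in cluster 20 cannot be told apart from an effect within glia, since the cluster holds between 33 and 97 cells per library and its sums follow its makeup. In controls, neuron markers, which glia should lack, had 0.553 to 0.743 of their neuron level in cluster 20. Its sums may thus also hold RNA of neurons, which cannot be parted from an effect within glia. Without the mitochondrial filter, where 4 clusters are glia-like, 2 genes remained past the threshold, and it was not tested whether they are among the 96. The number moved from 56, without control replicate 2, to 195, without control replicate 3, and was 160 with the replicate number as a block. Among the 96 was 1 listed glial marker, *alrm*, with an interaction of 2.23 on the log2 scale. Without the mitochondrial filter it led a glia-like cluster with *CG9394*, *CG1552*, *CG43693*, *CG31705*, *Rh50* and *nkt*, whose interactions were 1.18 to 1.75. From the leading genes of another such cluster, *b*, *CG9689* and *Obp18a* had interactions from -1.61 to -1.42. Opposite shifts of genes leading different glia-like clusters are what a different mixture would give, although an effect within glia is not excluded. Of the 10 splits, 1 gave as many genes, the real one, and the others gave up to 33. The 3 that part as many pairs gave 9, 0 and 0. A biological difference between the cell classes in their response to loss of Appl stays open.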

How the results depend on the processing

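Removing the 5% of cells with the highest Scrublet scores was chosen after seeing the data. The counts over other splits of the libraries in neurons, in cluster 20 and in the union of clusters were chosen after the result was seen. So were those of the set tests, and the form of the replicate block in the interaction. The unadjusted counts beside counts without a call, and the adjustment over the set tests and over clusters, were also added after the main results were seen. The other tests in this part were planned.

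The fall of *Appl* over all cells kept its direction and its call under all 18 alternatives, with a log2 fold change between -3.40 and -3.00. The median of mitochondrially encoded genes over all cells lay below 0 under each alternative that kept all 6 libraries, from -0.40 to -0.12, and the median of elongation factor genes under each alternative tried, from -0.59 to -0.089. The numbers of genes over all cells, in neurons and in the union of clusters stayed within 1.5 times under 500 genes per cell, either doublet removal, DESeq2's size factors, total counts alone, normalization without mitochondrial and yolk protein genes, no fold change threshold and the other clusterings, as far as each applies.

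With cells of at most 5% mitochondrial counts, 143 genes were higher over all cells, 188 higher and 155 lower in neurons, 0 and 0 in cluster 20, where 207 had an unadjusted p under 0.05, and 209 higher and 161 lower in the union of clusters, over 6 clusters. The TGFβ/BMP list then had 0 called genes (3 at an unadjusted p under 0.05), and the interaction 53. With cells thinned to 500 UMIs, 117 were higher and 128 lower over all cells, 128 and 91 in neurons, 3 and 1 in cluster 20 and 83 and 63 in the union. The interaction then had 3 genes, the TGFβ/BMP list 0 called genes (4 at an unadjusted p under 0.05) and transposable elements 31 higher and 22 lower. The median of ribosomal protein genes in neurons turned to -0.019, and that of elongation factor genes over all cells to -0.59 (adjusted p = 0.0279 from limma's camera). Thinning leaves fewer counts and so fewer genes to test by construction; beyond that the cause was not tested.

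Without the mitochondrial filter, 41 genes were higher and 45 lower in the glia-like clusters, the interaction had 2 and the TGFβ/BMP list 0 called genes (4 at an unadjusted p under 0.05). The median of mitochondrially encoded genes was -0.40 over all cells and -0.46 in neurons, past the threshold unadjusted but not after adjustment over 9 set tests (adjusted p = 0.102 from limma's camera for each), and that of ribosomal protein genes in neurons was -0.015. The clusters of this setting shifted with the rounding of the arithmetic when it was run with other numerical settings, which moved its numbers for neurons, glia-like clusters and the union slightly and the call of *kn*. With DESeq2, 493 were lower over all cells and 32 in cluster 20, the TGFβ/BMP list had 2 and the interaction 11. Without the filter on low counts, 371 were lower in neurons, 79 higher and 196 lower in cluster 20, and 733 higher and 869 lower in the union. With variable genes scaled across libraries, cluster 20's counterpart had 8 higher and 12 lower, the TGFβ/BMP list 2 and the interaction 51. With at least 500 genes per cell, the median of ribosomal protein genes over all cells was 0.000471. The cause of these changes was not tested.

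With the replicate block, which the pairing of the numbers allows, 412 genes were higher and 503 lower over all cells, 488 and 486 in neurons, 45 and 87 in cluster 20, and 653 and 603 in the union. The TGFβ/BMP list had 3 called genes. The median of mitochondrially encoded genes in neurons was -0.24, past the unadjusted threshold of camera but not the adjusted one (adjusted p = 0.181 from limma's camera, adjusted p = 0.00517 from fry), and that of ribosomal protein genes over all cells turned to 0.026. Of the 507, 531 and 34 genes called without it, 488, 531 and 34 were also called with it. In the interaction, where the block enters as a term for the replicate number in cluster 20 and leaves 2 residual degrees of freedom, 160 genes were past the threshold, 63 more positive and 97 more negative in cluster 20.

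Across the 6 fits that each left out one library, the numbers higher and lower ran from 91 to 313 and from 68 to 297 over all cells, from 135 to 410 and from 96 to 346 in neurons, from 4 to 46 and from 7 to 115 in cluster 20, and from 214 to 522 and from 165 to 450 in the union. The interaction ran from 56 to 195, the TGFβ/BMP list from 0 to 3, and transposable elements from 44 to 96 higher and from 31 to 155 lower. The median of mitochondrially encoded genes ran from -0.37 to 0.039 over all cells and from -0.38 to 0.022 in neurons, that of ribosomal protein genes from -0.13 to 0.22 and from -0.079 to 0.21, and that of elongation factor genes from -0.51 to -0.089. Above 0, the first 2 were without control replicate 1. For ribosomal protein genes over all cells the sign turned without control replicate 1 (0.22), *Appl*- replicate 2 (0.02) and *Appl*- replicate 3 (0.04), and in neurons without control replicate 2 (-0.079).

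For values of single genes, 227 changed sign with no call, 115 gained a call, 191 lost one and 0 reversed with a call, over all alternatives. At Leiden resolution 0.5 no cluster was glia-like, so no value for cluster 20 could be given.

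Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes over all cells, in neurons, in cluster 20, in the union of clusters and with cells as the unit. The other 9 gave 0 genes over all cells and in neurons, with between 54 and 602 and between 41 and 670 at an unadjusted p under 0.05, up to 2 in cluster 20 and up to 23 in the union. With cells as the unit they gave between 54 and 417, against 607. The 3 that part as many same-numbered pairs as the real split gave 137, 54 and 122 there. A share under 0.1 cannot be seen with 10 splits. Over all cells, an unadjusted camera p under 0.05 was given by 4 of the 9 other splits for mitochondrially encoded genes, 7 for ribosomal protein genes and 5 for elongation factor genes, against 0 in the real split, and a fry p under 0.05 by 1, 0 and 0. Of the 3 that part as many same-numbered pairs as the real split, camera gave 0, 2 and 2, and fry 0 for each. For ribosomal protein and elongation factor genes, a camera p under 0.05 alone is thus weak evidence here, while for mitochondrially encoded genes the 4 splits each part fewer pairs and also carry the deviation that same-numbered libraries share.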

Differences from the paper's values

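Every comparison in this part uses the alternatives set before the data were examined, and the tallies over the genes of Fig. 2c were made after the results were seen. A gap counts as closed where a value lies within 1.5 times the paper's, so a closed gap can still leave different numbers. It does not show that the authors used that setting. Apart from the tallies of Fig. 2c, the genes behind the counts were not matched to the paper's.

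The paper gives 24 cell clusters and 17 neuronal ones, where 51 clusters and 46 neuron-like ones were found. None of the 4 alternatives to the clustering closed either gap, with 42, 61, 50 and 47 clusters and 38, 55, 44 and 39 neuron-like ones at resolution 0.5, at resolution 2, with scaling across libraries and without the mitochondrial filter.

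The paper gives 720 upregulated genes, where 393 were higher over the clusters. Without the filter on low counts there were 733, with the replicate block 653, without control replicate 1 522 and without the mitochondrial filter 483, which close the gap, and the other 19 of the 23 alternatives do not. The last lies near the limit of 1.5 times, and its clusters shift with the rounding of the arithmetic, so that a run with other numerical settings did not close the gap. The paper gives 717 downregulated genes, where 320 were lower. Without the filter on low counts there were 869 and with the replicate block 603, and the other 21 do not close the gap.

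For glia, the paper's supplement gives 56 upregulated genes, where 13 were higher in cluster 20. The gap is closed without the mitochondrial filter (41), without the filter on low counts (79), with the replicate block (45) and without control replicate 3 (46), and by none of the other 16 of 20 alternatives. The supplement's 249 downregulated genes stand against 21, and 196 without the filter on low counts closes that gap alone of the 20. For T4/T5 neurons the supplement gives 117 upregulated genes, where 67 were higher, with 107 without the filter on low counts, 133 with the replicate block and 109 without control replicate 1. It gives 117 downregulated, where 48 were lower, with 110 without the filter on low counts and 96 with the replicate block. The remaining of the 16 alternatives do not close these gaps.

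In Fig. 2c, read by eye, about 39 genes are shown as higher and about 51 as lower in more than 10 clusters. Of the first, 26 were called higher in at least 1 cluster and 11 in more than 10. Of those shown lower, 22 were called lower in at least 1 cluster and 8 in more than 10, and 36 and 22 with cells as the unit.

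The paper states that mitochondrial genes are enriched among genes that rose. Of about 7 mitochondrially encoded genes shown higher in Fig. 2c, read by eye, 0 were called higher in a cluster, with 1 at an unadjusted p under 0.05, and over all cells 2 lay above 0 and 5 below. At least 1 mitochondrially encoded gene was called higher in a cluster without the mitochondrial filter (*mt:ND1*), with the replicate block (*mt:ND5*) and without control replicate 1 (*mt:Cyt-b* and *mt:ND5*). The family's median was above 0 without control replicate 1 (0.039 over all cells, 0.022 in neurons), and without the mitochondrial filter in the glia-like clusters, where it was 0.51 with 13 of 13 genes higher (adjusted p = 0.00035 from limma's camera, adjusted p = 0.664 from fry).

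The paper states that genes of protein synthesis fell pervasively. Of about 25 ribosomal protein and elongation factor genes shown lower in Fig. 2c, read by eye, 24 lay below 0 over all cells, but 3 were called lower in a cluster (*RpS21*, *eEF1alpha1* and *eEF1beta*) and 0 in more than 10. With cells as the unit 12 were called lower and 2 in more than 10, with the replicate block 9, without control replicate 2 5 and without the filter on low counts 4. The number was 2 without control replicate 1 and with cells thinned to 500 UMIs, 1 without *Appl*- replicate 3 and with at most 5% mitochondrial counts, and 0 without *Appl*- replicate 2. Over the whole family of 85 ribosomal protein genes, 45 lay below 0 and 40 above over all cells, with a median that turned above 0 with the replicate block (0.026).

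The paper states that most genes altered in glia were altered in no other cell type. In cluster 20 it was 13 of 34 (38.2%). Neuron markers there had 0.553 to 0.743 of their level in neurons in controls. RNA of neurons in cluster 20 may thus add genes shared with neuron-like clusters, which would lower the share. The share was above 50% without the filter on low counts (52%), without control replicate 3 (70.8%) and without *Appl*- replicate 2 (55.6%), and was 50% with cells thinned to 500 UMIs.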

Other observations

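The tests of neighbours of *Appl*, of large changes on the X chromosome, of roX in cells of high depth, of cell quality under the replicate block and of elongation factor genes in fat body were chosen after the result was seen; the other tests on yolk protein genes, on cell quality for a rise of mitochondrial genes and on the X chromosome were not.

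The yolk protein genes *Yp1*, *Yp2* and *Yp3* fell over all cells, with log2 fold changes of -7.22, -7.12 and -8.51, and without control replicate 1 of -4.48, -4.65 and -5.44. Each lost its call without any one *Appl*- library. Their summed level was 4923, 74.9 and 452 CPM in control replicates 1, 2 and 3, and 12.9, 7.70 and 4.26 CPM in the *Appl*- libraries. Free RNA from fat body cells is a candidate explanation, although the fat body-like cluster 39 had none of its 5 raised fat body markers among its leading genes, which held a hemocyte marker and the yolk protein genes. A yolk protein UMI was found in 100%, 16.6% and 29.2% of neuron-like cells of control replicates 1, 2 and 3. In *Appl*- replicates 1, 2 and 3 the share was 3.21%, 2.01% and 0.892%. Such a spread over neurons is what free RNA would give. A list of the 50 genes most abundant in the fat body-like cells of controls was picked from these libraries. It holds the yolk protein genes, with *Yp3* at 36840 CPM in those cells and 873 CPM in other control cells, and *CG4716*, at 4600.4 and 97.8 CPM. Apart from the yolk protein genes, 33 of the list could be tested in neurons and 33 fell, with a median of -3.27, and of -1.37 without control replicate 1. Of the 33, 21 did not overlap between the genotypes, where chance gives 10%, and 6 were called. In cluster 20, 6 of the list could be tested, with 4 lower and 2 higher. Their median was -0.35, and -0.084 without control replicate 1, a weaker fall than in neurons, over few genes. The cluster with raised fat body markers made up 4.53%, 0.492% and 1.37% of the cells of the control libraries without the mitochondrial filter, and 0.0994%, 0.0673% and 0% of the *Appl*- libraries, where 0 allows up to 0.0663%. The fixed list of fat body markers did not fall as a set, with 2 of 4 tested genes lower and a median of -0.13, and of 0.033 without control replicate 1. Lists for other cell types also fell in neurons, with 6 of 9 glial markers lower (median -0.45, and -0.055 without control replicate 1), 8 of 8 photoreceptor markers (-0.75) and 6 of 7 hemocyte markers (-0.85, and -0.16 without control replicate 1). If a different share of female cells were the whole of the fall, that share would differ by as large a factor. In cells with at least 5000 UMIs, 47.3% ± 2.25 of control cells and 40.3% ± 6.26 of *Appl*- cells had under 10 roX UMIs, where the other cells had a median of 35 to 59 per library (SD, n = 3 each, exact permutation test, two-sided p = 0.1), a ratio of 1.17, and of 1.17 and 1.18 with limits of 5 and 20, which were set after the counts were seen. The summed yolk protein level differed 219.6-fold, and 31.9-fold without control replicate 1, which argues against the share of female cells as the whole of the fall. A different share as a part of it cannot be told apart from the genotype, since 3 libraries against 3 cannot go below the p seen. With cells thinned to 500 UMIs, the share of cells with a roX UMI was 48.8% ± 1.89 in controls and 59.3% ± 3.91 in *Appl*- (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest possible), and without thinning 64.0% ± 2.54 and 71.4% ± 7.10 (exact permutation test, two-sided p = 0.3). A roX UMI comes from a male cell but can reach others as free RNA. The share also rose with depth, so it is no count of male cells. Genes of the Y chromosome, which only male cells carry, had 1.49 ± 0.815 CPM in controls and 4.91 ± 0.733 in *Appl*- (SD, n = 3 each, exact permutation test, two-sided p = 0.1), a larger shift than that in roX, at low levels. Between 33.1% and 44.5% of the cells with at least 5000 UMIs had under 10 roX UMIs in the *Appl*- libraries. Whether loss of Appl alters fat body was not tested, since dissection sets how much stays attached.

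Elongation factor genes fell unevenly, and free RNA from fat body is a candidate explanation here too. In neurons, the 3 that are abundant in fat body-like cells (*eEF1alpha1*, *eEF1beta* and *eEF1gamma*) had a median log2 fold change of -0.78, from -1.21 to -0.43, and the other 5 had a median of -0.033, from -0.29 to 0.047. These 3 were also among the 33 genes above. Without control replicate 1, the median of all 8 in neurons was 0.01, but *eEF1beta* still fell, with a log2 fold change of -0.61 (adjusted p = 0.0103 from edgeR). An effect of genotype on these 3 genes stays open.

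No rise of mitochondrially encoded genes was found over all cells. The median of the set rose above 0 only without control replicate 1 (0.039) among the fits over all cells. Their share of counts in kept cells overlapped between the groups (exact permutation test, two-sided p = 0.5) but was lower in *Appl*- in 3 of 3 same-numbered pairs. With the replicate block they were lower as a set under fry (adjusted p = 0.00924 from fry), but not under camera (adjusted p = 0.181 from limma's camera), and a difference in cell quality cannot be told apart from an effect of genotype there, since the share of barcodes over 10% mitochondrial counts was also lower in *Appl*- in 3 of 3 same-numbered pairs (exact permutation test of the groups, two-sided p = 0.6).

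On the X chromosome, which carries *Appl*, 85 of 1481 genes other than *Appl* (5.74%) were called, against 419 of 6984 (6.00%) on the autosomes (Fisher's exact test, p = 0.762). Of these, 19 of 85 (22.4%) changed at least 16-fold on the X chromosome, against 49 of 419 (11.7%) on the autosomes (Fisher's exact test, p = 0.0139), and 16 of 82 (19.5%) without the yolk protein genes, which lie on the X (p = 0.0706). Variants on the X chromosome of the *Appl* d stock therefore cannot be told apart from an effect of Appl as a source of these large changes, since the test passes its threshold only with the yolk protein genes. Strain background stays open, since background variants may lie on every chromosome, and background and loss of Appl cannot be told apart in 2 genotypes. Of the 100 tested genes nearest to *Appl*, without *Appl* itself, 6 were called (6%), against 500 of the other 8410 (5.95%; Fisher's exact test, p = 1). No larger share was seen near *Appl*, but for the 6 called there, variants linked to *Appl* cannot be told apart from an effect of its loss, since so few genes decide neither.

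Among genes the paper names for other experiments, *Atg8a* had a log2 fold change of 0.01 over all cells (adjusted p = 0.962 from edgeR), *ref(2)P* of -0.23 (0.509) and *EcR* of 0.07 (0.826). The paper measured *Atg8a* RNA by in situ hybridization in the retina and *ref(2)P* as protein puncta in the retina. For *EcR* it measured a particular isoform by real-time PCR in heads of older flies. Counts per gene from dissected brains do not test those results. The roX genes *roX1* and *roX2* had 0.28 and 0.08, without a call.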
